# Impact of aging on gene expression response to x-ray irradiation using mouse blood

**DOI:** 10.1038/s41598-021-89682-7

**Published:** 2021-05-13

**Authors:** Constantinos G. Broustas, Axel J. Duval, Sally A. Amundson

**Keywords:** Computational biology and bioinformatics, Molecular biology

## Abstract

As a radiation biodosimetry tool, gene expression profiling is being developed using mouse and human peripheral blood models. The impact of dose, dose-rate, and radiation quality has been studied with the goal of predicting radiological tissue injury. In this study, we determined the impact of aging on the gene expression profile of blood from mice exposed to radiation. Young (2 mo) and old (21 mo) male mice were irradiated with 4 Gy x-rays, total RNA was isolated from whole blood 24 h later, and subjected to whole genome microarray analysis. Pathway analysis of differentially expressed genes revealed young mice responded to x-ray exposure by significantly upregulating pathways involved in apoptosis and phagocytosis, a process that eliminates apoptotic cells and preserves tissue homeostasis. In contrast, the functional annotation of senescence was overrepresented among differentially expressed genes from irradiated old mice without enrichment of phagocytosis pathways. Pathways associated with hematologic malignancies were enriched in irradiated old mice compared with irradiated young mice. The fibroblast growth factor signaling pathway was underrepresented in older mice under basal conditions. Similarly, brain-related functions were underrepresented in unirradiated old mice. Thus, age-dependent gene expression differences should be considered when developing gene signatures for use in radiation biodosimetry.

## Introduction

The goal of radiation biodosimetry in a large-scale radiation emergency is to accurately estimate radiation dose, as a surrogate of radiological injury. A wide range of methods have been used to correlate cellular responses to radiation dose, ranging from cytogenetic measurements, such as dicentric and cytokinesis-block micronucleus assays, and γH2AX foci enumeration to high throughput proteomic, metabolomic, transcriptomic, and more recently, miRNA profiling^1,2^. We and others have reported gene expression-based analyses, with the development of genesets and pathways that correlate with dose, dose-rate, and radiation quality in both human and mouse blood^3–11^.

Aging is characterized by a progressive loss of cellular homeostasis, a decline in physiological function, and an increase in various pathologies, including cardiovascular disorders, neurodegenerative diseases, and cancer, which lead to increased morbidity and mortality^12–15^. Moreover, aging is associated with an overall decline in immune function that involves both the adaptive and the innate immune system^16–19^, which is attributed to the general deterioration of regenerative potential of aged hematopoietic stem cells. A fundamental aging mechanism that contributes to age-related dysfunction and chronic diseases is cellular senescence, which, in turn, promotes chronic inflammation thought to be the major cause of many age-related disorders, including atherosclerosis, autoimmunity, cancer, and dementias^20,21^. In aged individuals, immune system alterations, collectively called immunosenescence, result in a dampened adaptive and innate immune response, an increased pro-inflammatory response, enhanced susceptibility to infections and impaired efficacy of vaccination, as well as an increased production of autoantibodies^19,22^. Moreover, older individuals exhibit a low-level chronic inflammation called Inflammaging. Inflammaging, the association between aging and increased inflammation, has been attributed, at least in part, to the inability of a dysfunctional immune system to effectively clear pathogens and damaged host cells that lead to sustained inflammation^23,24^.

Aging is thought to be driven, at least in part, by the accumulation of stochastic damage in cells, attributed to the age-related functional loss in DNA damage response and repair^25,26^, leading to growth arrest and senescence^27^. Furthermore, nuclear DNA damage triggers a chronic inflammatory response^28–30^. As a result of unrepaired DNA double strand breaks, basal γH2AX foci increase with age in multiple human tissue types, as well as in senescent cells^31^, including fibroblasts and lymphocytes^32,33^. Furthermore, the spontaneous micronucleus yield in lymphocyte cultures from healthy donors aged 0–82 years correlates positively with increasing age, with an approximately fourfold increase in micronuclei in cultures from 80-year-old donors when compared to cultures from newborn donors^34^. Therefore, assessment of radiation dose based on γH2AX foci and micronuclei enumeration after exposure to radiation will be altered by the age of the affected individual. Furthermore, numerous studies have shown that age can modify basal gene expression patterns in both human and mouse tissues^35–38^. Extending these observations, we hypothesize that age will interfere with radiation biodosimetry that is based on transcriptomic changes in response to radiation.

In the current study, we evaluated the effect of aging on the response to radiation using a mouse model. We used a sub-lethal dose of total body irradiation and assessed global gene expression profiles in whole blood from young and old mice using Agilent Mouse Whole Genome microarrays. We used several class prediction methods to test whether age influenced the performance of a previously published gene expression signature^39^ to predict exposure to radiation. Furthermore, we applied bioinformatics analysis to identify differentially represented pathways, diseases, and functions. The results from this study will help define a radiation biodosimetry consensus gene signature that is valid across various age groups.

## Results

### Effect of radiation on blood cell counts of young and old mice

We analyzed the differential expression of genes in whole blood from young (2 mo) and old (21 mo) male mice that had been exposed or not to 4 Gy x-ray irradiation. Overall, the number of white blood cells (WBC) in older mice was significantly higher than in younger mice (*p* = 0.006) (Fig. 1). However, the total number of WBC 24 h post-irradiation was similar in both age groups (*p* = 0.06). The relative percentage of lymphocytes in unirradiated cells from both young and old mice was 60–70% of the total WBC number, whereas after irradiation lymphocyte percentages fell to approximately 20% in both groups. In contrast, neutrophils, which are less sensitive to radiation than lymphocytes, became the most abundant species, accounting for 50–60% of the WBC after irradiation. While there was a statistically significant difference in the percentage of neutrophils from young and old mice before irradiation (*p* = 0.039), the difference was no longer significant after irradiation (*p* = 0.07). Moreover, percentages of monocytes, which differentiate to macrophages and dendritic cells, were similar before (*p* = 0.49) and after (*p* = 0.23) irradiation between young and old mice. In accordance with published reports^40^, platelet counts were found to be significantly elevated in older mice compared with young mice (*p* = 0.013) under basal conditions. However, unlike lymphocytes and neutrophils, exposure to radiation did not change platelet counts appreciably in either age group. This is consistent with published reports that platelets numbers diminish at a later time (~ 10 days) after irradiation^41^.

**Figure 1:**
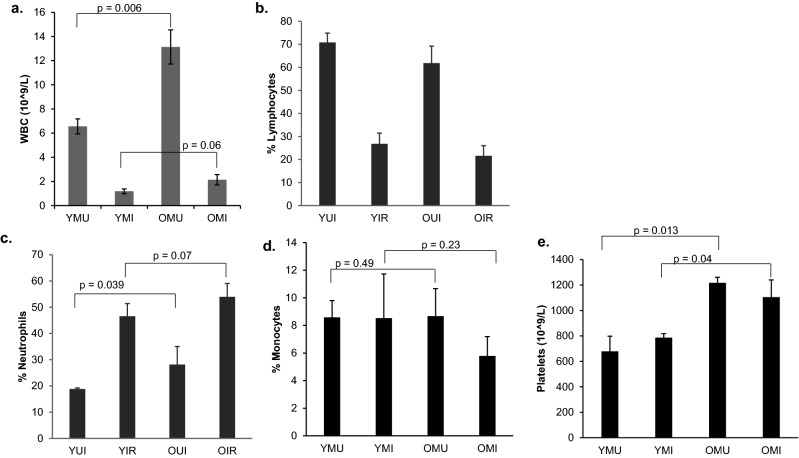
Total white blood cell count (WBC) and percentages of different blood cell types in young and old mice after 1 day of radiation exposure (4 Gy). (**a**) total WBC counts, (**b**) lymphocytes (%), (**c**) neutrophils (%), (**d**) monocytes (%), (**e**) platelets counts. Data represent the mean ± S.E.M. (n = 3). *P* values were calculated using the unpaired Student’s t-test. *YUI* young unirradiated, *YIR* young irradiated, *OUI* old unirradiated, *OIR* old irradiated.

### Microarray analysis

Global gene expression was measured in the blood of young and old C57BL/6J male mice using Agilent’s whole mouse genome microarrays. 

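Blood RNA from 24 male C57BL/6 mice was measured on 24 arrays with a single dye, with 1 mouse per array. The 4 groups of 6 mice were young mice (2 months) and old mice (21 months), each either unirradiated or exposed to 4 Gy of x-rays, and blood was collected 24 h after exposure. The authors deposited the signal that Feature Extraction wrote for each spot, corrected for background and not scaled between arrays. Each array holds 44397 spots, of which 43020 are not controls and represent 39429 probes. Spots well above background made up a median of 52.5% of these spots in unirradiated young mice (49.7% to 64.4%), and 54.1% in irradiated young mice (43.9% to 63.2%). The corresponding medians were 53.0% in unirradiated old mice (50.3% to 53.8%) and 52.4% in irradiated old mice (44.3% to 62.3%). Median signal per array ranged from 8.66 to 44.8. The arrays came from 6 slides of 4 arrays. Each slide held mice of a single age, and in each age 1 slide held both irradiated and unirradiated mice. All arrays of young mice were scanned on 1 day and all arrays of old mice on another, so scanning day and age cannot be told apart. For the values below, signals were log2-transformed and the median of all spots that are not controls was subtracted from each array, because the methods state median normalization. Probes that were non-uniform or not significantly above background in 25% or more of the arrays were removed, as were probes with a 1.5-fold change from the median in fewer than 20% of the arrays. The probe with the highest mean signal represented each gene, which left 17802 genes. Groups were compared with limma's moderated test, two-sided, on the 12 arrays of each comparison. Genes with p below 0.005 and a Benjamini-Hochberg adjusted p below 0.05 are termed DEGs, and adjusted p values cover all genes tested. The number of mice limits the precision of every value. The authors also deposited a table of log2 values, whose distribution is the same on every array; it was analysed as an alternative.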

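In young mice, 6297 of the 17802 genes were DEGs after irradiation, and in old mice 4428. The values of the irradiated and unirradiated mice did not overlap for 4390 genes (24.7%) in young mice and 4010 genes (22.5%) in old mice, where chance gives 0.216%. The median log2 change of all genes was -0.20 in young mice and -0.25 in old mice. The alternative that moved these counts most was normexp background correction, which left 837 DEGs in young mice and 8 in old mice. The largest changes are given for DEGs whose groups did not overlap and that were well above background in all 6 mice of at least 1 group. In young mice, the largest rises among these were in *Saa3* (A_55_P1953169), *Marco* (A_51_P371750), *Cd5l* (A_51_P205779), *Slfn4* (A_51_P183812) and *Cdkn1a*. *Saa3* rose from 3.57 ± 2.68 to 10.5 ± 0.994 on the log2 scale (SD, n = 6 each), a log2 change of 6.98 (SE 1.03, limma adjusted p = 0.000174). It was 6.33 without young unirradiated replicate 2 and 7.67 without young unirradiated replicate 4. Log2 changes were 5.65 for *Marco* (6.24 without young unirradiated replicate 5), 5.43 for *Cd5l* (6.11 without young unirradiated replicate 4) and 5.20 for *Slfn4*. The largest falls in young mice within the same limits were in *Pla2g2d* (A_51_P232281), *Ccr6* (A_55_P2108943), *Dapl1* (A_51_P391955), the transcript ENSMUST00000192250 (A_51_P266248) and *Vpreb3* (A_55_P2136906). *Ccr6* fell from 6.04 ± 0.171 to 0.972 ± 0.260 (SD, n = 6 each), a log2 change of -5.07 (SE 0.151, limma adjusted p = 8.73e-10). *Pla2g2d* was well above background in 0 of 6 irradiated young mice and was at least 24.4-fold lower. In old mice, the largest rises within the same limits were in a transcript named only by its probe, A_55_P2046709, and in *Serpina1a* (A_55_P2165414), *Ambp* (A_51_P145785), *Cyp2d26* (A_51_P120295) and *Apoh* (A_51_P342387). *Serpina1a* rose from -1.76 ± 1.03 to 8.23 ± 5.28 (SD, n = 6 each; limma adjusted p = 0.00231). It was well above background in 1 of 6 unirradiated and 6 of 6 irradiated old mice. A_55_P2046709, *Cyp2d26* and *Apoh* were well above background in 0 of 6 unirradiated old mice and were at least 395-fold, 49.3-fold and 41.6-fold higher. Without old irradiated replicate 5 these bounds fell to 209-fold, 28.8-fold and 25.0-fold. The log2 change lay between 9.06 (without old irradiated replicate 5) and 11.62 (without replicate 1) for *Serpina1a*, and between 5.81 and 7.26 for *Ambp* without the same arrays. A list of hepatocyte markers was at 6.43, 6.94 and 7.21 in old irradiated replicates 2, 3 and 5 and at -2.27 to 0.91 in the other 3 irradiated old mice (log2 difference from the median unirradiated young mouse). *Fcer2a* (A_55_P2117345) fell most in old mice within these limits, by 5.51 on the log2 scale (SE 0.251, limma adjusted p = 1.11e-07), and *Pla2g2d*, *Vpreb3*, ENSMUST00000192250 and *Ccr6* also fell most in this age group.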

Class comparison using BRB-ArrayTools^42^ identified a total of 3550 and 3130 differentially expressed genes (*p < 0*.005, false discovery rate (FDR) < 5%) in young irradiated versus young control mice and old irradiated versus old control mice, respectively (Fig. 2a; the complete list of differentially expressed genes can be found in Supplementary File 1). 

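Of the DEGs in irradiated young mice, 2541 were upregulated (40.4%) and 3756 were downregulated (59.6%). Normexp background correction moved this share most, to 94.0% upregulated, and a fit of all 24 arrays together gave 51.4%. With each array left out in turn, the count of DEGs stayed between 5437 and 6589. The copy of Supplementary File 1 held here is incomplete. It holds 1497 of the paper's 3550 genes for young mice, 1991 of its 3935 genes for unirradiated old versus young mice and none for irradiated old mice. The part held for young mice is mostly of upregulated genes (1255, with 242 downregulated). Of these 1497 genes, 1477 were tested here, 1351 were DEGs (91.5%), and 1465 changed in the direction given in the file (99.2%).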

In agreement with our previous results^7^, 35% of the differentially expressed genes (DEGs) in the young mice were upregulated, whereas 65% were downregulated. In the old mice, 51% of the DEGs were upregulated and 49% were downregulated. 

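In irradiated old mice, 1334 DEGs were upregulated (30.1%) and 3094 were downregulated (69.9%). This share depended on the scaling of the arrays. It was 48.0% upregulated with the 75th percentile of each array as the scale, 53.3% with the median over probes well above background on all arrays and 51.4% in the authors' deposited values. With each array left out in turn, between 3228 and 4637 genes were DEGs. The median SD per gene was 0.864 (log2) across the irradiated old mice, compared with 0.355 across the unirradiated old mice, 0.464 across the irradiated young mice and 0.305 across the unirradiated young mice.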

A total of 5004 genes were responsive to ionizing radiation in at least one age group. Of these genes, 1,667 were common between young and old mice and the majority of these also displayed similar fold-changes between the two age groups, whereas 1883 genes (53%) in the “young” cohort and 1461 genes (47%) in the “old” cohort were unique to the respective age group. Furthermore, comparing the transcriptomic profile of old-control mice with young-control mice, we identified 3935 genes differentially expressed between the two age groups (Fig. 2b). 

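In the arrays analysed here, 8015 genes were DEGs after irradiation in young mice, old mice or both. The authors' deposited values gave 4953 such genes, and normexp background correction, the setting that moved this count most, gave 837.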

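A total of 2710 genes were DEGs in both ages. All but 1 of them changed in the same direction, and the fold changes of 2456 (90.6%) lay within 2-fold of each other. DEGs in young mice only numbered 3587 (57.0% of the DEGs in young mice), and DEGs in old mice only numbered 1718 (38.8%). Of the genes called in young mice only, 79.5% changed in the same direction in old mice, as did 92.3% of the reverse set in young mice. With 1 fit of all 24 arrays the order reversed, with 1382 DEGs in young mice only (34.6%) and 3760 in old mice only (59%). Across all genes, which are not independent replicates, the log2 changes of the ages had a Pearson correlation of 0.609 and a Spearman correlation of 0.524. Whether a gene's response differed between the ages was tested directly with the age by radiation interaction in limma over all 24 arrays. No gene passed the threshold: 0 DEGs, with 4191 genes at an unadjusted p below 0.05 and a lowest adjusted p of 0.0607. The random variance test of the methods also gave 0, with 4201 genes at an unadjusted p below 0.05, and limma with a trend and robust variance gave 0, with 4235. Other settings called a few genes: 8 with the 75th percentile of each array as the scale, 7 with quantile normalization, 8 with the median over probes well above background on all arrays and 32, the most of any alternative set in advance, with slide as a random block. Without old irradiated replicate 3, 1050 genes passed the threshold. With any other single array left out, at most 7 did. On simulated data with changes of 2 on the log2 scale, the interaction test recovered 51.5% of 200 changed genes.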

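Between unirradiated old and young mice, 11365 of the 17802 genes were DEGs, and the values of the groups did not overlap for 8645 genes (48.6%). The median log2 difference of all genes, old minus young, was 0.63, so the count rests on how the arrays were scaled. Quantile normalization gave 6050 DEGs, the 75th percentile 5827, the median over probes well above background on all arrays 5548 and the authors' deposited values 4407. Normexp background correction moved it most and gave 0 by limma, with 963 genes at an unadjusted p below 0.05. With each array left out in turn, between 10390 and 11647 genes were DEGs. Among DEGs whose groups did not overlap and that were well above background in all 6 mice of at least 1 group, the largest rises in old mice were in *Dlg5* (A_55_P1966159), *Entpd3* (A_51_P512992), the transcript ENSMUST00000187440 (A_55_P2004224), *Gzmm* (A_55_P2150757) and *Rufy4* (A_55_P2031471). The first 3 were well above background in 0 of 6 young mice and were at least 8.96-fold, 4.82-fold and 6.63-fold higher in old mice. *Gzmm* was 2.68 ± 0.243 in young and 6.36 ± 2.24 in old mice on the log2 scale (SD, n = 6 each; limma adjusted p = 0.000956), a log2 difference of 3.68 that became 3.09 without old unirradiated replicate 6. The largest falls within the same limits were in *Mup19* (A_55_P1974080), *Mup20* (A_55_P2063654), *Serpina3k* (A_52_P319093), *Mup4* (A_55_P2010093) and the transcript of probe A_55_P2074435. *Mup19* fell by 6.63 on the log2 scale in old mice (SE 1.19, limma adjusted p = 0.000262), of which 1 of 6 had a signal well above background. Without young unirradiated replicate 5, in which hepatocyte markers were highest among the unirradiated mice, the log2 difference was -5.68 for *Mup19* and -4.21 for *Mup4*. *Mup20*, *Serpina3k* and A_55_P2074435 were well above background in 0 of 6 old mice and were at least 23.8-fold, 9.41-fold and 6.81-fold lower. Without the same array these bounds were 14.6-fold, 5.41-fold and 6.46-fold.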

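The direction of the DEGs between unirradiated old and young mice changed with the scaling of the arrays. With the median of all spots, 8620 DEGs were higher in old mice (75.8%) and 2745 were lower (24.2%). The share that was higher in old mice was 28.9% with the 75th percentile, 44.8% with quantile normalization, 21.6% with the median over probes well above background on all arrays and 17.3% in the authors' deposited values. It was also below 50% under scalings chosen after seeing the data, at 15.1% with the median over each array's own spots above background and 22.0% with the spike-in controls. Among genes well above background on all 12 arrays, 14.4% of the DEGs were lower in old mice with the median of all spots (12567 such genes tested) and 69.3% with the median over probes well above background on all arrays (10045 such genes tested). With the genes sorted by brightness into 10 equal groups, the median log2 difference was -0.34 in the dimmest group and 0.78 in the ninth. Of the 1991 genes held of Supplementary File 1 for this comparison (575 higher and 1416 lower in old mice there), 1858 were tested here, 1266 were DEGs (68.1%) and 1704 changed in the direction given in the file (91.7%).

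**Figure D1:**
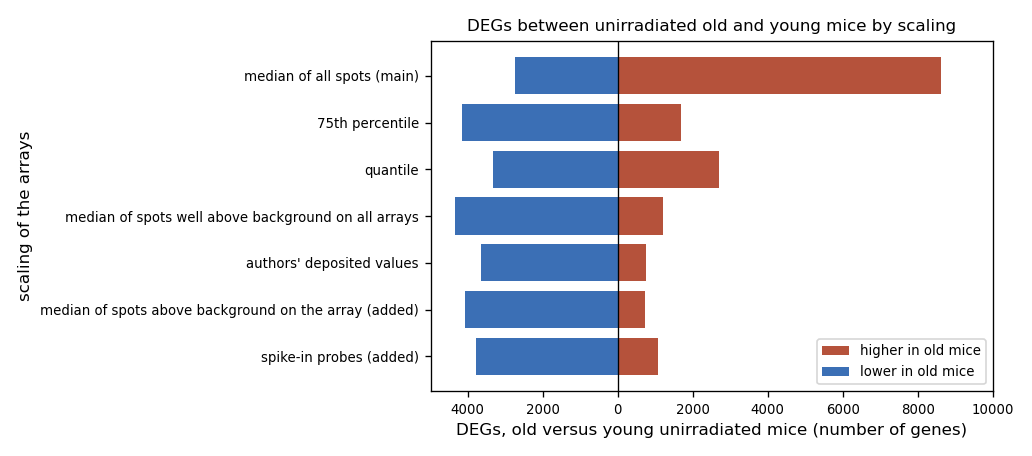
Number of DEGs between unirradiated old and young mice (6 each) that were higher (right of 0) or lower (left of 0) in old mice, on the horizontal axis, for 7 scalings of the same arrays. Most DEGs lie right of 0 only with the median of all spots (8620 higher, 2745 lower).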

The majority (85%) of these DEGs were downregulated in the old population compared with the young population. 

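Of the 11365 DEGs between unirradiated old and young mice, 5342 (47.0%) were also DEGs after irradiation in at least 1 age, 4067 of them in young mice and 3181 in old mice. Unrelated lists of these sizes would share 5117. The comparisons use the same unirradiated arrays, which can add to the overlap. Age and radiation effects measured against shared controls were simulated in 100 draws. The overlap averaged 4424 in young mice (3182 to 5757) and 3234 in old mice (2018 to 4091). Unrelated lists would share 4020 and 2827. The simulated overlap with at least 1 age averaged 6412 (4853 to 7976). It is not comparable with 5342, because age-related genes called in both ages averaged 1247 in the draws and numbered 1906 in the data. The count of 5342 became 897 in the authors' deposited values and 1726 with the 75th percentile.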

Out of the total number of age-related genes, 720 genes (18%) were also responsive to radiation (Fig. 2c).

**Figure 2:**
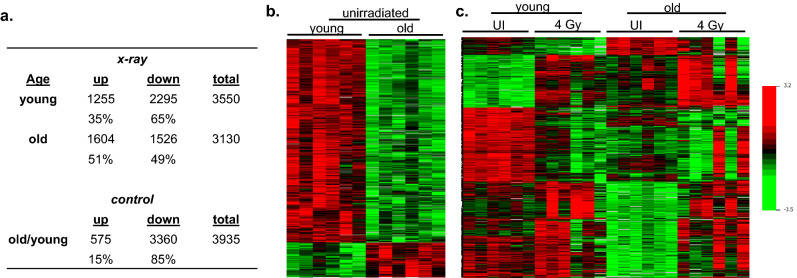
Differentially expressed genes. (**a**) Significantly differentially expressed genes in young and old mouse blood (*p* < 0.005) after 4 Gy x-rays (*x-ray*) relative to unirradiated mice and under basal conditions comparing old versus young mice (*control*). Percent of upregulated (*up*) and down-regulated (*down*) genes are shown. (**b**) Heatmap of gene expression changes between young and old mice under homeostatic conditions. (**c**) Heatmap depicting relative gene expression of age-related genes from (**b**) that respond significantly to irradiation. *Red* indicates high expression, *green* indicates low expression as indicated in the color key. Each row represents one gene and each column represents an individual mouse, ordered by exposure dose and age group as labeled in the figure. *UI* unirradiated.

### Impact of age on prediction of radiation exposure

Next, we used the class prediction tool in BRB-ArrayTools^42^ to develop a gene signature that would correctly detect radiation exposure. The greedy pairs method^43^ was used to identify the 12 top-performing pairs of genes for discrimination between irradiated and control samples. Each age group was used in turn as the training set for the gene selection process with the remaining samples serving as a test set. Despite the limited overlap between young and old gene sets, each training set was capable of distinguishing between irradiated and unirradiated samples with 100% accuracy in old and young mice, using seven independent classifier algorithms (Supplementary File 2). 

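Class prediction was repeated from the spot signals with 12 greedy pairs (24 genes) chosen in 1 age and tested on the 12 arrays of the other age. The 7 classifiers were the compound covariate predictor and its Bayesian form, diagonal linear discriminant analysis, 1-nearest neighbour, 3-nearest neighbours, nearest centroid and support vector machines. Trained on young mice, each classifier assigned 12 of 12 old mice to the right class, and the reverse held for young mice (Fisher's exact test, two-sided, p = 0.00216 for each classifier). Together 168 of 168 assignments were right, also with 6 greedy pairs and with each training array left out in turn. Normexp background correction, the alternative that moved this most, gave 151 of 168. In a simulation without any changed gene, 45 and 53 of 84 assignments were right. The sets chosen here in young and old mice shared 3 genes, *Fcer2a*, *Pla2g2d* and *Cpped1*, which were named after their values were seen. All 24 genes of the paper's young signature were DEGs in young mice here, and 18 were DEGs in old mice. Of the 24 genes of its old signature, 21 were DEGs in old mice and 21 in young mice. The authors chose these genes on the same arrays, so this is not independent evidence.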

In a previous report^39^, we constructed a gene expression signature that combined samples from wildtype (WT) and two DNA repair mutant (*Atm*^*-/-*^ and *Prkdc*^*scid*^) mouse models that was able to detect exposure to an LD_50/30_ radiation dose with a 100% accuracy. We tested the ability of that signature to detect radiation exposure in young and old mice. Although only one gene, *Phlda3* (young) or *Cdkn1a* (old), was common between the earlier signature and either of the signatures reported here, we tested the so-called “mixed” (i.e., WT plus DNA repair deficient mutants) gene set on the dataset from this study and found that it was also able to detect radiation exposure in young mice with 100% efficiency (*p* < 0.001) (Table 1). However, the prediction of radiation exposure in older animals was less accurate, fluctuating between 58 and 67% (*p* < 0.001), depending on the classification method used. This data supports inclusion of individuals with a range of ages in gene selection to produce more robust signatures for radiation biodosimetry.

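*Phlda3* (A_51_P329928) rose from 3.37 ± 0.303 to 6.61 ± 0.110 in young mice on the log2 scale (SD, n = 6 each), a 9.43-fold increase (limma adjusted p = 1.11e-07). In old mice it rose from 4.84 ± 0.176 to 6.99 ± 0.674, a 4.45-fold increase (limma adjusted p = 0.000542). *Cdkn1a* (A_51_P363947) rose from 0.107 ± 0.674 to 5.17 ± 0.548 in young mice, where 5 of 6 unirradiated mice had a signal well above background, a 33.4-fold increase (limma adjusted p = 5.56e-07). In old mice it rose from 1.05 ± 0.448 to 5.00 ± 0.481, a 15.6-fold increase (limma adjusted p = 1.52e-05). For both genes every irradiated mouse lay above every unirradiated mouse of its age (exact permutation test, p = 0.00216, the smallest p that 6 mice against 6 allow). The interaction of age and radiation was not significant for either gene (limma adjusted p = 0.127 for *Phlda3* and 0.158 for *Cdkn1a*). A list of 27 p53 target genes, written before the data were examined, had a median change above that of all genes by 1.40 in young and by 0.94 in old mice. It passed the list test in both ages (camera, two-sided, adjusted p = 7.28e-09 and 5.76e-06). Adjusted over the list alone, 20 genes of this list were called in young and 16 in old mice, compared with 19 and 10 when adjusted over all genes. *Mdm2* and *Bax* were among its genes with the highest signal, and *Mdm2* rose by 0.89 and 1.34 on the log2 scale in young and old mice.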

**Table 1:** Performance of seven classifier algorithms using greedy pairs gene selection with the “mixed” training set.

Test set	% Correct prediction						
	CCP	LDA	1-NN	3-NN	NC	SVM	BCCP
Young	100	100	100	100	100	100	100
Old	67	58	58	67	67	58	67

*CCP* compound covariate predictor, *LDA* linear discriminant analysis, *1-NN* 1-nearest neighbor, *3-NN* 3-nearest neighbors, *NC* nearest centroid, *SVM* support vector machines, *BCCP* Bayesian compound covariate predictor.

### Gene ontology analysis

We used Ingenuity Pathway Analysis (IPA) to identify the most significantly enriched canonical pathways and diseases or functions among differentially expressed genes considering a Benjamini-corrected *p* value of less than 0.05 to be significant. Moreover, the activation state of each process was determined by its *z*-score. A z-score of at least 2 indicated activation, whereas a z-score of -2 or less indicated inactivation/inhibition. Based on these criteria, we compared gene expression in irradiated young and old mice, as well as unirradiated young and old mice.

### Irradiated old versus irradiated young mice

Not surprisingly, young and old mice exposed to irradiation shared many canonical pathways (Supplementary File 3). These included the Integrin and IL-8 signaling pathways, which were both enriched in upregulated genes, or EIF2 and B cell activating factor signaling, which were both overrepresented among downregulated genes (Table 2). However, the two age groups presented some notable differences, as well. Thus, “Cytotoxic T Lymphocyte-mediated Apoptosis of Target Cells” was overrepresented in irradiated young mice (*p* = 2.29E−03; z = 2.65), whereas a number of T cell co-stimulatory signaling pathways, such as CD27 (*p* = 4.90E−02; z = − 2.33) and 4-1BB (*p* = 4.68E−02; z = − 2.65) were significantly underrepresented in irradiated old mice (Table 2), suggesting old mice have impaired T cell activation in response to radiation stress. Furthermore, apoptosis signaling (*p* = 4.17E−04; z = 2.236) was characteristic of irradiated young, but not irradiated old, mice. In addition, young mice responded to x-ray exposure by significantly upregulating genes involved in phagocytosis, a crucial process that eliminates apoptotic cells and preserve tissue homeostasis^44^. 

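Pathway lists of Ingenuity Pathway Analysis were not used here. In their place, 34 gene lists were tested with limma's camera with a preset correlation of 0.01 between genes, two-sided, with adjustment over all 136 tests. Of these tests, 80 passed an adjusted p of 0.05. Of the 80, 61 also passed with fry. Only 3 did with an estimated correlation, which were phagocytosis genes in young mice and endothelial markers in both ages. The 42 integrin and IL-8 signaling genes had a median change above that of all genes by 1.37 in young mice (24 genes up and 2 down among DEGs; adjusted p = 3.33e-10) and by 1.13 in old mice (18 genes up; adjusted p = 5.98e-08). Adjusted over the list alone, 34 of its genes were called in young and 21 in old mice. The mean of the list in each array was 0.01 ± 0.15 in unirradiated and 1.08 ± 0.20 in irradiated young mice (SD, n = 6 each), relative to the median unirradiated young mouse. Among its genes with the highest signal, *Itga6* rose by 1.99 and 1.62 and *Zyx* by 1.53 and 1.33 in young and old mice, and *Tln1*, *Gnai2* and *Itgb3*, which is also in the platelet list, stand beside them. The 82 cytosolic ribosomal protein genes, which stand in for EIF2 signaling, changed by -0.46 relative to all genes in young mice (adjusted p = 2.95e-09) and by -0.36 in old mice (adjusted p = 0.00196, not significant with fry). DEGs among them numbered 56 and 17, and adjusted over the list alone 70 and 24. The 22 B cell activating factor signaling genes changed by -0.47 in young mice (adjusted p = 0.000881) and by -0.82 in old mice (adjusted p = 0.000717). DEGs among these numbered 13 and 11, and adjusted over the list alone 20 and 14. *Tnfrsf13b* fell by 2.23 and 3.05 and *Traf2* by 0.79 and 1.28 on the log2 scale. None of the 3 lists differed between ages in the interaction test (adjusted p = 0.369, 0.251 and 0.244), but quantile normalization reversed the sign of the interaction of the ribosomal list, to -0.15 (adjusted p = 0.00139; 0.0423 or higher under the other settings).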

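The 28 T cell genes changed by -0.95 relative to all genes in irradiated young mice (camera adjusted p = 1.14e-05) and by -0.28 in irradiated old mice (adjusted p = 0.204). DEGs among them numbered 18 in young and 4 in old mice, each of them downregulated, and adjusted over the list alone 24 and 4. The mean of the list in each array was -0.04 ± 0.15 in unirradiated young, -1.33 ± 0.62 in irradiated young, 0.22 ± 0.65 in unirradiated old and -0.40 ± 0.20 in irradiated old mice (SD, n = 6 each). The response differed between ages by 0.84 in the interaction test (adjusted p = 4.27e-06; 0.154 with fry). *Ccr7* was downregulated in both ages, by 3.14 in young and 3.70 in old mice on the log2 scale. *Cd2* fell by 0.96 and 1.56 and passed the threshold in both ages. *Lck*, *Cd3e* and *Cd3d* fell by 1.04, 1.13 and 1.52 in young mice, where they were DEGs. In old mice the same genes fell by 0.73, 0.68 and 0.90 and were not DEGs (limma adjusted p = 0.153, 0.271 and 0.101). From the pathways enriched in each age, the paper proposes that T cell activation after radiation is impaired in old mice.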

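The 37 genes of an apoptosis list rose by 0.54 relative to all genes in irradiated young mice (camera adjusted p = 0.00299) and changed by -0.01 in irradiated old mice (adjusted p = 0.669). DEGs among them numbered 20 in young mice (15 up and 5 down) and 7 in old mice (1 up and 6 down), and adjusted over the list alone 22 and 12. The list mean per array was -0.02 ± 0.17 in unirradiated young, 0.32 ± 0.13 in irradiated young, 0.83 ± 0.15 in unirradiated old and 0.53 ± 0.64 in irradiated old mice (SD, n = 6 each). The response in old mice was lower by 0.53 than that in young mice (interaction, adjusted p = 0.000727). Between unirradiated mice, the list was higher in old mice by 0.26 relative to all genes (adjusted p = 0.00265). Housekeeping genes were also higher relative to all genes, so this difference is not particular to apoptosis genes. Of its genes with the highest signal, *Tnfrsf1a* rose by 1.14 in young mice (limma adjusted p = 0.000106) and by 0.38 in old mice (0.623). *Bcl2l1* fell by 1.26 in young mice (0.00335), *Casp2* fell in both ages, and *Mcl1* and *Cycs* were not DEGs in either.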

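The 47 genes of a phagocytosis list rose by 1.40 relative to all genes in irradiated young mice (camera adjusted p = 9.82e-12; 0.0461 with an estimated correlation). DEGs among them numbered 30, with 29 upregulated and 1 downregulated, and adjusted over the list alone 35. The list mean of each array was -0.23 to 0.60 in the 6 unirradiated and 1.41 to 2.04 in the 6 irradiated young mice, so that the groups did not overlap. Averages were 0.13 ± 0.33 and 1.73 ± 0.23 (SD, n = 6 each). On the slide that held both groups, the irradiated mice lay above the unirradiated mice by 1.40. *Lamp1* (log2 change 1.56, limma adjusted p = 6.14e-06), *Itgb5* (1.99, 0.000102), *Fcer1g* (1.40, 0.000126), *Tyrobp* and *Rac1* (1.23, 0.00115) had the highest signal in the list. Of the list as written, 8 genes are also in the list of liver and splenic macrophage markers. Irradiated young replicates 2, 4 and 5 also carried hepatocyte transcripts, but the rise was present in the other 3 irradiated young mice as well. The macrophage markers were at 2.36 to 3.81 in the 6 irradiated young mice and at -0.53 to 1.47 in the unirradiated ones.

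**Figure D2:**
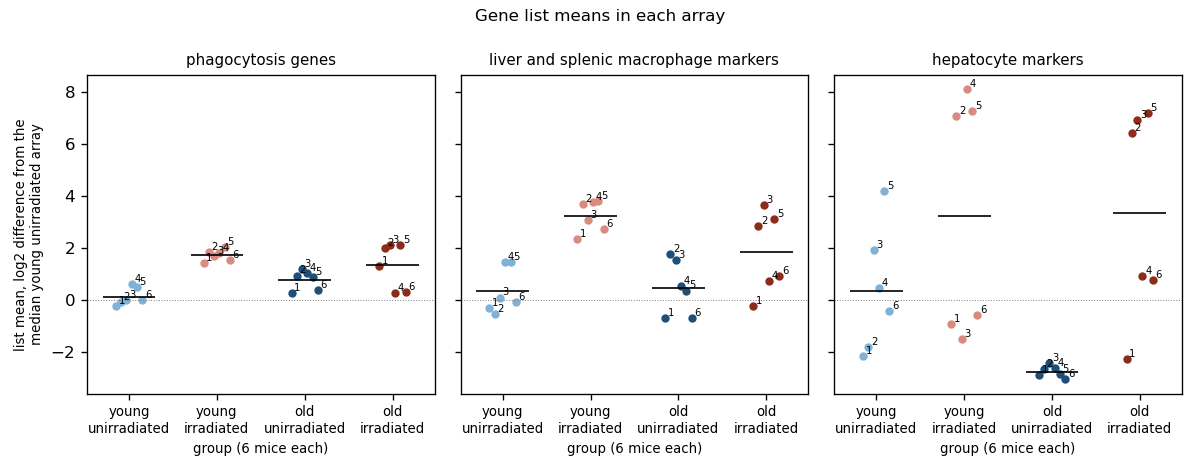
Mean log2 signal of the phagocytosis genes, the liver and splenic macrophage markers and the hepatocyte markers in each of the 24 arrays (vertical axis, difference from the median unirradiated young mouse). Points are mice with their replicate number and lines are group means. The 6 irradiated young mice lie between 1.41 and 2.04 for the phagocytosis genes, and irradiated old replicates 4 and 6 lie at 0.27 and 0.31.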

“Fcγ Receptor-mediated Phagocytosis in Macrophages and Monocytes” (*p* = 3.47E−02; z = 2.2) pathway was overrepresented among the upregulated differentially expressed genes from young irradiated mice (Table 2). 

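The 38 genes of a phagosome and lysosome list, 4 of which are also in the phagocytosis list, rose by 0.63 relative to all genes in irradiated young mice (camera adjusted p = 7.34e-05). They rose by 0.13 in irradiated old mice (adjusted p = 0.804). The difference between the responses was -0.45 (interaction, adjusted p = 8e-05). DEGs among them numbered 16 in young mice, with 13 upregulated, and 7 in old mice, with 3 upregulated, and adjusted over the list alone 26 and 11. The list mean per array was 0.50 ± 0.12 in irradiated young and 0.63 ± 0.52 in irradiated old mice, against -0.01 ± 0.10 and 0.86 ± 0.09 in the unirradiated mice of the same ages (SD, n = 6 each). *Ctsd* rose in both ages, by 2.04 in young mice (limma adjusted p = 1.05e-06) and by 1.40 in old mice (0.00291). *Cyba* rose by 0.84 in young mice (0.00117) and changed by -0.02 in old mice (0.944). *Ctsb* and *Ctss* were not DEGs in either age.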

Phagosome maturation (*p* = 1.32E−03) and phagosome formation (*p* = 3.09E−07) were significantly overrepresented specifically in irradiated young mice (Supplementary File 3). Phagocytosis-related pathways were not significantly over-represented among radiation responsive genes in old mice or in genes differentially expressed in unirradiated young versus old mice.

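In irradiated old mice, the phagocytosis genes rose by 0.65 relative to all genes, with 34 of 47 genes above the median of all genes (camera adjusted p = 0.00118). This call was lost with fry (adjusted p = 0.135) and with an estimated correlation (0.532), and adding the hepatocyte signal as a covariate, chosen after seeing the data, turned the median to -0.32 (0.808). DEGs in the list numbered 10 in old mice, all upregulated, and adjusted over the list alone 11. The irradiated old mice were spread from 0.27 to 2.12 (1.35 ± 0.88) and overlapped with the unirradiated old mice at 0.25 to 1.20 (0.78 ± 0.38; SD, n = 6 each). Relative to young mice the response was lower by 0.57 (interaction, adjusted p = 0.00265; 0.532 with an estimated correlation). *Fcer1g* rose by 1.13, *Itgb5* by 1.74 and *Rac1* by 1.02 in irradiated old mice and were DEGs there, whereas *Lamp1* rose by 0.72 and was not (limma adjusted p = 0.0248). Between unirradiated old and young mice, the list differed by 0.31 relative to all genes (camera adjusted p = 0.0758). It passed with fry (4.36e-05), with the 75th percentile (0.0118), with quantile normalization (0.0292), with the median over probes well above background on all arrays (0.00535) and with slide as a random block (0.0385). The phagosome and lysosome list was higher in unirradiated old mice by 0.31 (adjusted p = 0.000217).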

**Table 2:** Significant canonical pathways among genes differentially expressed in irradiated old and young male mice as identified by Ingenuity Pathway Analysis.

YOUNG mice			OLD mice		
Ingenuity canonical pathways	z-score	*p *value	Ingenuity canonical pathways	z-score	*p *value
**Upregulated**					
Integrin Signaling	3.539	3.02 E−06	Integrin Signaling	4.529	9.77 E−06
Actin Cytoskeleton Signaling	2.343	1.86 E−05	Relaxin Signaling	3.300	4.57 E−04
IL-8 Signaling	3.363	1.07 E−04	PPARα/RXRα Activation	2.353	5.89 E−04
Apoptosis Signaling	2.236	4.17 E−04	Cardiac Hypertrophy Signaling	3.000	1.86 E−03
P2Y Purigenic Receptor Signaling Pathway	2.502	5.25 E−04	eNOS Signaling	2.985	2.19 E−03
Rac Signaling	2.200	6.46 E−04	P2Y Purigenic Receptor Signaling Pathway	2.711	3.47 E−03
Regulation of Cellular Mechanics by Calpain Protease	2.333	1.51 E−03	Agrin Interactions at Neuromuscular Junction	2.138	5.01 E−03
Cytotoxic T Lymphocyt E−mediated Apoptosis of Target Cells	2.646	2.29 E−03	GP6 Signaling Pathway	2.858	7.08 E−03
Ephrin Receptor Signaling	2.524	2.69 E−03	Sperm Motility	2.294	7.08 E−03
RhoA Signaling	2.294	6.92 E−03	Colorectal Cancer Metastasis Signaling	2.263	1.26 E−02
Relaxin Signaling	2.524	1.15 E−02	Regulation of eIF4 and p70S6K Signaling	2.121	1.41 E−02
Cardiac β-adrenergic Signaling	2.000	1.62 E−02	Role of NFAT in Cardiac Hypertrophy	2.121	1.48 E−02
Fcγ Receptor-mediated Phagocytosis in Macrophages and Monocytes	2.183	3.47 E−02	Leptin Signaling in Obesity	2.236	3.55 E−02
Agrin Interactions at Neuromuscular Junction	2.309	4.79 E−02	Signaling by Rho Family GTPases	2.043	3.89 E−02
			IL-8 Signaling	3.272	4.27 E−02
			Ephrin Receptor Signaling	3.000	4.79 E−02
			AMPK Signaling	2.711	4.90 E−02
**Downregulated**					
Calcium-induced T Lymphocyte Apoptosis	− 2.711	2.51 E−08	EIF2 Signaling	− 3.138	5.13 E−04
iCOS-iCOSL Signaling in T Helper Cells	− 2.268	2.19 E−07	Role of CHK Proteins in Cell Cycle Checkpoint Control	− 2.333	6.61 E−04
EIF2 Signaling	− 3.430	2.95 E−07	B Cell Activating Factor Signaling	− 3.317	8.13 E−04
Role of CHK Proteins in Cell Cycle Checkpoint Control	− 2.111	4.90 E−04	April Mediated Signaling	− 2.714	1.86 E−03
PKCα¸ Signaling in T Lymphocytes	− 2.502	5.01 E−04	iCOS-iCOSL Signaling in T Helper Cells	− 2.236	2.24 E−03
B Cell Activating Factor Signaling	− 2.333	1.51 E−02	PKCα¸ Signaling in T Lymphocytes	− 2.449	1.66 E−02
			RhoGDI Signaling	− 2.132	2.00 E−02
			LPS/IL-1 Mediated Inhibition of RXR Function	− 2.714	2.82 E−02
			4-1BB Signaling in T Lymphocytes	− 2.449	4.68 E−02
			CD27 Signaling in Lymphocytes	− 2.333	4.90 E−02

Pathways displaying a z-score greater than 2 or lower than -2 and showing Benjamini-corrected *p* value < 0.05 were considered significant. Canonical pathways are ordered according to their *p* values.

“Disease and Functions” annotation (IPA) revealed that upregulated genes in irradiated mice were strongly associated with tumorigenesis (young, *p* = 2.90E−33; z = 4.425; old, *p* = 5.09E−24; z = 4.291) (Table 3; Supplementary File 4). However, a closer scrutiny of significant cancer-related functions revealed that genitourinary cancer-related biofunctions were enriched in irradiated young mice with the exception of prostate cancer disease that was over-represented in irradiated old mice (Supplementary Table S1). Furthermore, numerous hematologic-related proliferative diseases and neoplasms were predominantly enriched among upregulated genes in irradiated old mice compared with irradiated young mice (Supplementary Table S1). 

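*Bcl3* (A_55_P2066116) fell from 5.51 ± 0.269 to 4.65 ± 0.351 in young mice (SD, n = 6 each), a log2 change of -0.86 (limma adjusted p = 0.00237). In old mice it changed from 6.83 ± 0.466 to 5.65 ± 1.49 (limma adjusted p = 0.129). *Bcl6* (A_52_P161495) changed by -0.56 in young mice, with 5 of 6 irradiated mice below the median of the unirradiated mice, and was not a DEG (limma adjusted p = 0.0435; exact permutation p = 0.0303). It was a DEG with quantile normalization, in the authors' deposited values and with slide as a random block. In old mice it changed by -0.43 (0.592). *Bcl9* (A_52_P89477) was downregulated in both ages, by 1.85 on the log2 scale in young mice (6.09e-05) and by 2.18 in old mice (0.00856), where 4 of 6 irradiated mice had a signal well above background. In old mice this call was lost in the authors' deposited values (0.0655) and with slide as a fixed block (0.337). *Bcl11b* (A_51_P171772) fell from 4.02 ± 0.111 to 1.98 ± 0.818 in young mice (0.000225) and changed from 3.75 ± 0.876 to 3.11 ± 0.246 in old mice (0.200). The response did not differ between ages for any of these genes in the interaction test (the lowest limma adjusted p was 0.135, for *Bcl11b*). In young mice the call of *Bcl3* was kept in 14 of 17 alternatives, with log2 changes of -1.10 to -0.38. That of *Bcl11b* was kept in 15 of 17, with log2 changes of -2.21 to -1.13. As a list, the 9 proto-oncogenes named Bcl changed by -0.69 relative to all genes in young mice (camera adjusted p = 0.0111) and by -0.68 in old mice (0.0261), with an interaction of -0.09 (0.987). DEGs among these numbered 5 and 3, all downregulated, and adjusted over the list alone 6 and 3. The list was written after the paper was read. It includes *Bcl3* and *Bcl6*, which the paper names as downregulated in young mice on the same arrays. Its test in young mice is therefore not independent evidence. *Bcl11a* fell by 2.89 in young and 4.00 in old mice, and *Bcl10* and *Bcl2* were not DEGs.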

A number of known proto-oncogenes, including *Bcl3*^45^ (0.47-fold), *Bcl6*^46^ (0.56-fold), *Bcl9*^47^ (0.24-fold), and *Bcl11b*^48^ (0.22-fold) (Supplementary File S1), which are involved in hematological and epithelial malignancies, were downregulated in young mice exposed to x-rays, whereas, no such downregulation was recorded in the irradiated old mice. Cell death/apoptosis-related functions were markedly enriched in irradiated young mice, whereas they were almost completely absent in irradiated old mice (Supplementary Table S2). Notably, important pro-apoptotic genes such as *Bax* (2.35-fold), *Bak* (1.75-fold), and *Puma* (2.4-fold) were elevated only in irradiated young mice, but not irradiated old mice (Supplementary File 1). 

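*Bax* (A_55_P2137406) rose from 5.08 ± 0.223 to 6.49 ± 0.185 in young mice (SD, n = 6 each), a 2.65-fold increase (limma adjusted p = 1.55e-05). In old mice it rose from 6.09 ± 0.273 to 6.70 ± 0.291, with all 6 irradiated mice above the median of the unirradiated mice, and did not pass the threshold (limma adjusted p = 0.0515; exact permutation p = 0.00433). It was a DEG in old mice with the 75th percentile (0.00572), with the median over probes well above background on all arrays (0.00466) and with a fit of all 24 arrays (0.00656). *Bak1* (A_55_P2013113), which encodes Bak, rose 1.99-fold in young mice (0.00103) and changed by -0.17 on the log2 scale in old mice (0.637). In young mice this call was lost with normexp background correction (0.0679), in the authors' deposited values (0.0225) and with slide as a fixed block (0.365). *Bbc3* (A_51_P248122), which encodes Puma, rose 2.66-fold in young mice (7.75e-05). In old mice it rose by 0.80 on the log2 scale (0.190), with 4 of 6 irradiated mice above the unirradiated median. Old irradiated replicates 1, 2, 3 and 5 were at 6.60 to 7.44, above all unirradiated old mice (5.10 to 6.07). Replicates 4 and 6 were at 4.93 and 4.94, so the smaller mean change of *Bbc3* in old mice rests on these arrays. Interactions of age and radiation were -0.79 for *Bax*, -1.16 for *Bak1* and -0.61 for *Bbc3*, none of which passed the threshold (limma adjusted p = 0.129, 0.110 and 0.435). Without old irradiated replicate 3 the interaction of *Bak1* passed (0.0474). In unirradiated mice, each of the 3 genes was higher in old mice, by 1.00, 0.93 and 0.85 on the log2 scale. These values include the median difference of all genes between the ages, which depends on the scaling. For groups of genes of similar brightness (median log2 levels of 4.98 and 6.20), the median differences were 0.76 and 0.78.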

Elimination of lymphocytes is dependent upon the receptor Fas (CD95) and its cognate ligand Fasl (CD95L)^49^. *Fas* was overexpressed (1.71-fold) in young versus old mice at basal levels. 

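*Fas* (A_55_P2091676) had a log2 signal of 3.11 ± 0.293 in unirradiated young and 4.52 ± 0.227 in unirradiated old mice (SD, n = 6 each). It was 2.65-fold higher in old mice (limma adjusted p = 1.4e-05), and all old mice lay above all young mice (exact permutation test, p = 0.00216). Relative to the median difference of all genes it was higher in old mice by 0.78, and by 0.49 to 1.12 under the alternatives. It passed the threshold in 15 of 16 alternatives and with each array left out in turn. After irradiation *Fas* rose by 0.88 in young mice (limma adjusted p = 0.000611) and by 0.17 in old mice (0.814), with an interaction of -0.72 (0.404). Old irradiated replicates 1, 2, 3 and 5 were at 4.92 to 6.02, above all unirradiated old mice (4.21 to 4.84). Replicates 4 and 6 were at 3.06 and 2.98, so the small mean change in old mice rests on these arrays.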

When challenged with radiation, *Fasl* was upregulated (3.34-fold) in young mice, but not in old mice. 

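*Fasl* (A_55_P2016114) rose from 2.10 ± 0.459 to 3.85 ± 0.927 in irradiated young mice (SD, n = 6 each), a 3.36-fold increase, with all 6 irradiated mice above the median of the unirradiated mice (limma adjusted p = 0.00251; exact permutation p = 0.00649). This call was lost with slide as a fixed block (0.107). In the old mice it changed from 3.67 ± 1.32 to 4.25 ± 0.289 (limma adjusted p = 0.398, exact permutation p = 0.325). All 6 irradiated mice again lay above the unirradiated median. Old unirradiated replicates 1 and 6 were at 5.131 and 5.155, above all irradiated old mice (3.69 to 4.54). The other unirradiated old mice were at 2.27 to 4.11. Replicates 1 and 6 differed only 1.23 times as much as repeat spots of 1 array, so the small mean change in old mice may rest on 1 sample. The difference between the responses was -1.18 (interaction, limma adjusted p = 0.265). Unirradiated old mice had a higher signal than unirradiated young mice by 1.57 on the log2 scale, which did not pass the threshold (0.0110).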

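The 25 genes of a B cell list changed by -2.30 relative to all genes in irradiated young mice (camera adjusted p = 1.65e-16) and by -3.64 in irradiated old mice (5.25e-15). In each age 24 of them were DEGs, all downregulated, and adjusted over the list alone 24 in young and 25 in old mice. The list mean per array was -0.08 ± 0.17 in unirradiated and -2.77 ± 0.32 in irradiated young mice, and 0.54 ± 0.34 and -3.34 ± 1.18 in old mice (SD, n = 6 each). The fall was larger in old mice by 1.07 (interaction, camera adjusted p = 0.000676; 0.0627 with fry). *Cd74* fell by 1.80 in young and 3.87 in old mice, *Cd79a* by 2.83 and 4.13, *Cd79b* by 2.68 and 4.13, *Ms4a1* by 2.13 and 3.88, and *Blnk* by 2.18 and 4.00 on the log2 scale. These genes were DEGs in both ages.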

Correspondingly, functions associated with quantity, proliferation, and viability of various immune cell subtypes were overrepresented among downregulated genes, mainly in the irradiated young animals, although several of them were significant in the irradiated old mice as well (Table 3; Supplementary Table S2). As a consequence, organismal death function was upregulated in irradiated young mice (*p* = 1.07E−34; z = 2.303), whereas morbidity and mortality (*p* = 2.79E−16; z = − 2.355) and organismal death (*p* = 1.12E−15; z = − 2.681) functions were significantly underrepresented in old mice exposed to radiation (Supplementary Table S2). Instead, irradiation of old mice led to enrichment of senescence function (*p* = 3.92E−05; z = 2.54). Furthermore, functions like repair of DNA appeared compromised in older mice exposed to radiation (*p* = 7.05E−8; z = − 3.52), whereas formation of nuclear foci (*p* = 3.42E−06; z = 2.20) was significantly elevated in irradiated old mice (Table 2; Supplementary File 4). However, despite cell death/apoptosis functions being underrepresented in differentially expressed genes from irradiated old mice, “quantity of hematopoietic progenitor dells” (*p* = 9.42E−08; z = − 2.294) and “proliferation of hematopoietic progenitor cells” (*p* = 1.72E−07; z = − 2.224) were significantly enriched among downregulated genes in irradiated old mice, but not irradiated young mice, implying the pool of hematopoietic stem (HSC) and progenitor cells may be more vulnerable to stress and/or unable to mobilize stem cells into differentiating into mature immune cells. 

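The 25 senescence genes had a median change above that of all genes by 0.26 in irradiated old mice (camera adjusted p = 0.778), while their mean log2 change, not taken relative to all genes, was -0.07. In irradiated young mice the median was above that of all genes by 0.48 (adjusted p = 0.212). Its DEGs numbered 9 in old mice (3 up and 6 down) and 12 in young mice (7 up and 5 down), and adjusted over the list alone 10 and 20. The interaction was -0.23 (adjusted p = 0.168; 0.0285 with fry). The mean of these 25 genes per array was 0.91 ± 0.08 in unirradiated and 0.84 ± 0.36 in irradiated old mice (SD, n = 6 each). Over 29 genes, taken without the background filter if well above background in at least 3 arrays, it was 0.76 ± 0.11 and 1.13 ± 0.37, so its direction rests on the genes taken. *Tgfb1* rose in both ages, by 0.89 in old mice (limma adjusted p = 0.0169) and by 0.93 in young mice (0.00351). *Hmga1* fell by 0.89 in young mice (0.00281), and *Cdkn2d*, *Il1b* and *Cdkn1b* were not DEGs in either age.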

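The 55 DNA repair genes changed by -1.08 relative to all genes in irradiated old mice (camera adjusted p = 3.67e-11) and by -0.54 in irradiated young mice (1.04e-08). Its DEGs numbered 39 in old and 31 in young mice, all downregulated, and adjusted over the list alone 49 and 41. The list mean per array fell from 0.56 ± 0.23 to -0.68 ± 0.35 in old mice and from -0.05 ± 0.12 to -0.85 ± 0.10 in young mice (SD, n = 6 each). The fall was larger in old mice by 0.28 (interaction, adjusted p = 0.00260). This call was lost with quantile normalization (0.0765), with normexp background correction (0.159) and with an estimated correlation (0.571). *Rpa1* fell by 1.32 in old and 1.06 in young mice, and *Ung* by 0.79 and 1.00. *Pcna* fell by 1.26 in old mice (limma adjusted p = 0.00582) and by 0.44 in young mice (0.0384). *Lig1* was not a DEG in either age, and *Rad51c* was a DEG in young mice only, with an interaction of 0.35 (0.429).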

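The 20 hematopoietic progenitor genes rose by 0.97 relative to all genes in irradiated old mice (camera adjusted p = 0.003) and by 1.33 in irradiated young mice (0.00539). Its DEGs numbered 11 in old mice (8 up and 3 down) and 13 in young mice (9 up and 4 down), and adjusted over the list alone 13 and 15. Averaged per array, the list was 0.57 ± 0.18 in unirradiated and 1.11 ± 0.31 in irradiated old mice, and -0.03 ± 0.13 and 0.69 ± 0.27 in young mice (SD, n = 6 each). The interaction had a median of 0.15 above all genes, while the test pointed downward (adjusted p = 0.917). *Tal1* rose by 2.12 in young and 2.11 in old mice and *Slamf1* by 2.00 and 2.20, and both genes were DEGs in both ages. *Lmo2* fell by 1.66 in young mice (limma adjusted p = 0.000341) and by 1.25 in old mice (0.187). *Csf3r* was not a DEG in either age. From its functions for quantity and proliferation of these cells, the paper proposes that stem and progenitor cells of old mice are more vulnerable to stress or are less able to be mobilized.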

Markedly, several signaling pathways known to provide protection to HSCs in response to stress or to mobilize HSCs to replenish damaged immune cells were enriched in irradiated young but not old mice. EGF signaling (*p* = 3.7E−03), IL-3 signaling (*p* = 5.5E−03), and GM-CSF signaling (7.59E−03) pathways were all overrepresented among upregulated genes in irradiated young animals, but not irradiated old ones. 

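The 37 EGF, IL-3 and GM-CSF signaling genes rose by 0.52 relative to all genes in irradiated young mice (camera adjusted p = 0.0026; 0.518 with an estimated correlation). In irradiated old mice they rose by 0.12 (adjusted p = 0.190), and the interaction of -0.19 did not pass (0.352). Its DEGs numbered 9 in young mice (8 up and 1 down) and 4 in old mice (3 up and 1 down), and adjusted over the list alone 19 and 4. Averaged per array, the list rose from 0.05 ± 0.17 to 0.44 ± 0.17 in young mice and from 0.80 ± 0.10 to 0.86 ± 0.63 in old mice (SD, n = 6 each). *Ptpn11* was upregulated in both ages, by 1.69 in young mice (limma adjusted p = 0.000415) and by 1.27 in old mice (0.00344). *Csf2ra* rose by 1.23 in young mice (0.000305) and changed by -0.16 in old mice (0.832), with an interaction of -1.39 (0.176). *Jak1* and *Akt1* were not DEGs after irradiation in either age.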

IL-7 (young, *p* = 6.2E−07; old, *p* = 1.4E−02) and IL-4 (young, *p* = 9.3E−04; old, *p* = 1.2E−02), signaling pathways that promote lymphocyte generation and survival after stress, were several orders of magnitude more significant in irradiated young versus irradiated old mice. None of these signaling pathways were differentially regulated in unchallenged, control young or old mice, although epidermal growth factor receptor (*Egfr*)*,* as well as the *Egfr*-related gene *Erbb2,* was downregulated (fivefold) in older mice compared with young mice (Supplementary File 1).

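*Egfr* (A_55_P1956863) had a log2 signal of 1.38 ± 0.469 in unirradiated young and -1.14 ± 1.20 in unirradiated old mice (SD, n = 6 each). It was 5.72-fold lower in old mice (limma adjusted p = 0.000319), of which 3 of 6 had a signal well above background. *Erbb2* (A_52_P49250) was 3.32 ± 0.546 in young and 1.30 ± 0.530 in old mice and was 4.07-fold lower in old mice (limma adjusted p = 5.03e-05). For both genes every old mouse lay below every young mouse (exact permutation test, p = 0.00216). The list of EGF, IL-3 and GM-CSF signaling genes was higher in unirradiated old mice by 0.32 relative to all genes, with 32 of its 37 genes above the median difference (camera adjusted p = 0.00689; 0.153 with normexp background correction).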

**Table 3:** Ten most significant (ordered by *p* value) diseases and functions enriched among upregulated or downregulated genes in irradiated old and young male mice as identified by Ingenuity Pathway Analysis.

YOUNG mice			OLD mice		
Diseases or functions annotation	z-score	*p* value	Diseases or functions annotation	z-score	*p* value
**Upregulated**					
Cancer	4.425	2.90 E−33	Cancer	4.291	5.09 E−24
Development of vasculature	4.348	3.43 E−18	Cell movement	3.546	1.04 E−18
Angiogenesis	4.348	8.06 E−18	Cell movement of blood cells	3.519	1.31 E−10
Endocytosis	5.272	3.03 E−17	Adhesion of blood cells	3.564	5.08 E−07
Phagocytosis	6.210	1.77 E−15	Cell spreading	3.653	6.79 E−07
Phagocytosis of cells	5.691	6.41 E−15	Cell movement of leukocytes	3.542	2.72 E−06
Engulfment of cells	5.425	9.99 E−15	Cell death of osteosarcoma cells	4.596	7.82 E−06
Internalization of cells	5.053	1.28 E−13	Homing of cells	3.810	8.59 E−06
Phagocytosis of blood cells	4.331	2.10 E−11	Chemotaxis	3.778	2.61 E−05
Endocytosis by eukaryotic cells	4.882	6.37 E−11	Adhesion of immune cells	3.510	4.78 E−05
**Downregulated**					
Quantity of lymphatic system cells	− 3.674	1.07 E−52	Quantity of IgG	− 3.802	9.33 E−12
Quantity of mononuclear leukocytes	− 3.402	1.93 E−49	Quantity of B lymphocytes	− 3.301	2.34 E−11
Quantity of lymphoid cells	− 3.418	4.70 E−49	Repair of DNA	− 3.519	7.05 E−08
Quantity of lymphocytes	− 3.522	8.02 E−49	Quantity of IgG1	− 3.473	7.74 E−08
Quantity of immunoglobulin	− 3.153	1.41 E−28	Checkpoint control	− 3.229	1.68 E−07
Quantity of B lymphocytes	− 4.263	3.89 E−27	Hemorrhagic disease	− 3.450	2.07 E−07
Quantity of lymphoid tissue	− 3.855	2.10 E−25	Development of B lymphocytes	− 2.995	2.09 E−06
Quantity of IgG	− 4.221	3.93 E−22	Stabilization of chromosomes	− 3.246	2.68 E−06
Quantity of IgG1	− 3.318	1.39 E−14	Excision repair	− 3.246	1.27 E−05
Antibody response	− 3.123	3.92 E−14	Bleeding	− 3.847	2.50 E−05

Benjamini-corrected p value < 0.05 and |z|≥ 2 was considered significant.

Lastly, numerous phagocytosis-related functions were significantly overrepresented among upregulated genes in irradiated young mice (Table 3 and Fig. 3a), whereas they were absent from irradiated old mice. Genes with known roles in phagocytosis, including *Axl* (3.4-fold) and its ligand *Gas6* (growth arrest specific 6; 17.2-fold), *Trem2* (triggering receptor expressed on myeloid cells 2; twofold) and *Tyrobp/Dap12* (TYRO protein tyrosine kinase-binding protein/ DNAX-activating protein of 12 kDa; 2.2-fold), were upregulated exclusively in irradiated young mice. In contrast, the phagocytosis inhibitor *Adam10* (ADAM metallopeptidase domain 10; 2.2-fold) was upregulated in irradiated old mice (Supplementary File 1). 

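*Axl* (A_55_P2051414) rose from 1.30 ± 0.267 to 3.14 ± 0.431 in young mice on the log2 scale (SD, n = 6 each), a 3.58-fold increase (limma adjusted p = 2.92e-05). In the old mice it was 1.76 ± 0.626 without and 1.43 ± 1.49 with irradiation (0.684), and 4 of 6 irradiated old mice had a signal well above background. *Gas6* (A_51_P172054) rose from -0.290 ± 0.769 to 3.84 ± 1.29 in young mice, a 17.5-fold increase (8.54e-05), where 4 of 6 unirradiated mice had a signal well above background. In the old mice it rose from 0.616 ± 1.40 to 2.73 ± 1.74, with all 6 irradiated mice above the unirradiated median, and did not pass the threshold (limma adjusted p = 0.0563; exact permutation p = 0.0433). *Gas6* was at 3.755, 4.82 and 4.07 in old irradiated replicates 2, 3 and 5, in which hepatocyte transcripts were high. It was at 0.68 to 2.23 in the other 3. In young irradiated replicates 2, 4 and 5, in which hepatocyte transcripts were also high, *Gas6* was at 5.19, 4.24 and 4.91. The other 3 irradiated young mice were at 2.18 to 4.21. *Trem2* (A_55_P1962937) rose from 2.77 ± 0.222 to 3.85 ± 0.354 in young mice, a 2.12-fold increase (limma adjusted p = 0.000410), and changed from 4.42 ± 0.609 to 3.75 ± 0.710 in old mice (0.183). *Tyrobp* (A_51_P261517) rose from 8.83 ± 0.186 to 9.87 ± 0.186 in young mice, a 2.07-fold increase (8.46e-05), and was 10.1 ± 0.540 and 10.2 ± 1.39 in old mice (0.927). For these 4 genes every irradiated young mouse lay above every unirradiated young mouse (exact permutation test, p = 0.00216). In old irradiated replicates 4 and 6, *Axl* was at -0.96 and 0.27, *Trem2* at 2.82 and 2.93 and *Tyrobp* at 8.47 and 8.54. In the same order of genes, the other irradiated old mice were at 1.85 to 3.08, 3.92 to 4.48 and 10.4 to 11.6. Unirradiated old mice were at 0.89 to 2.80, 3.74 to 5.43 and 9.54 to 11.0. The means of irradiated old mice thus rest in part on replicates 4 and 6. Call losses in young mice occurred with normexp background correction (*Trem2* and *Tyrobp*), with slide as a fixed block (*Trem2*, 0.148) and with a fit of all 24 arrays (*Tyrobp*, 0.0627). The interactions of age and radiation were -2.17 for *Axl*, -2.01 for *Gas6*, -1.75 for *Trem2* and -0.97 for *Tyrobp* and did not pass the threshold (limma adjusted p = 0.121, 0.228, 0.104 and 0.297). Without old irradiated replicate 3 the interactions of *Axl* (0.0380) and *Trem2* (0.0388) passed. From these genes and the enriched functions, the paper states that phagocytosis is part of the response of young mice but not of old mice.

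**Figure D3:**
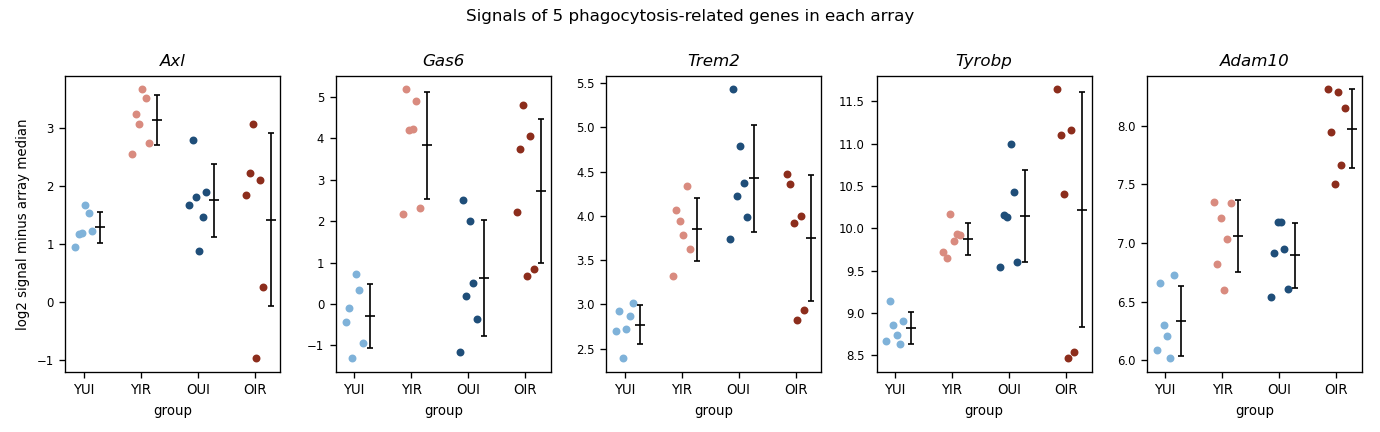
Log2 signal minus the median of the array (vertical axis) of *Axl*, *Gas6*, *Trem2*, *Tyrobp* and *Adam10* in unirradiated young (YUI), irradiated young (YIR), unirradiated old (OUI) and irradiated old (OIR) mice. Points are the 6 mice of each group, and bars are the mean and SD. Irradiated old mice have the widest spread for *Axl* (1.43 ± 1.49), *Gas6* (2.73 ± 1.74) and *Tyrobp* (10.2 ± 1.39).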

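*Adam10* (A_55_P1967216) rose from 6.90 ± 0.275 to 7.98 ± 0.333 in old mice on the log2 scale (SD, n = 6 each), a 2.11-fold increase with no overlap of the groups (limma adjusted p = 0.00474; exact permutation p = 0.00216). In young mice it rose from 6.33 ± 0.296 to 7.06 ± 0.304, a 1.66-fold increase, and was also a DEG (limma adjusted p = 0.00568; exact permutation p = 0.00649). All 6 irradiated young mice lay above the median of the unirradiated young mice. The call in young mice was lost under 5 of 17 alternatives, among them quantile normalization (0.0436) and the authors' deposited values (0.177). The call in old mice was lost with normexp background correction (0.145) and with slide as a fixed block (0.116). The interaction was 0.35 (limma adjusted p = 0.422).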

To validate the microarray findings, we analyzed expression of these genes by quantitative-PCR. We determined that *Axl* (4.6-fold), *Gas6* (20-fold), *Trem2* (4.2-fold), and *Tyrobp* (3.5-fold) were upregulated in irradiated young, but not old mice, whereas *Adam10* (2.6-fold), was expressed at higher levels in irradiated old mice (Fig. 3b). In contrast, none of these genes was differentially expressed under basal conditions.

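In the array data, the 5 genes did not behave alike in unirradiated mice. *Axl* was higher in old than young mice by 0.46 on the log2 scale (limma adjusted p = 0.115) and *Gas6* by 0.91 (0.159), and neither was a DEG. *Adam10* was higher by 0.56 and missed the threshold (0.00889; exact permutation p = 0.0130). It passed without young unirradiated replicate 2 or 6 or without old unirradiated replicate 1 or 6 (0.00636, 0.00497, 0.00593 and 0.00775). Relative to the median difference of all genes its difference was -0.07. *Adam10* was a DEG in 4 of 16 alternatives, and its log2 difference ranged from -0.24 to 0.58 across them. *Trem2* and *Tyrobp* were DEGs, higher in old mice by 1.66 (7.6e-05) and 1.32 (0.000174). For these, all old mice lay above all young mice, and the differences relative to all genes were 1.03 and 0.69. The call of *Tyrobp* was lost with the 75th percentile (0.0147), quantile normalization (0.0143), the median over probes well above background on all arrays (0.0214) and in the authors' deposited values (0.0524).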

**Figure 3:**
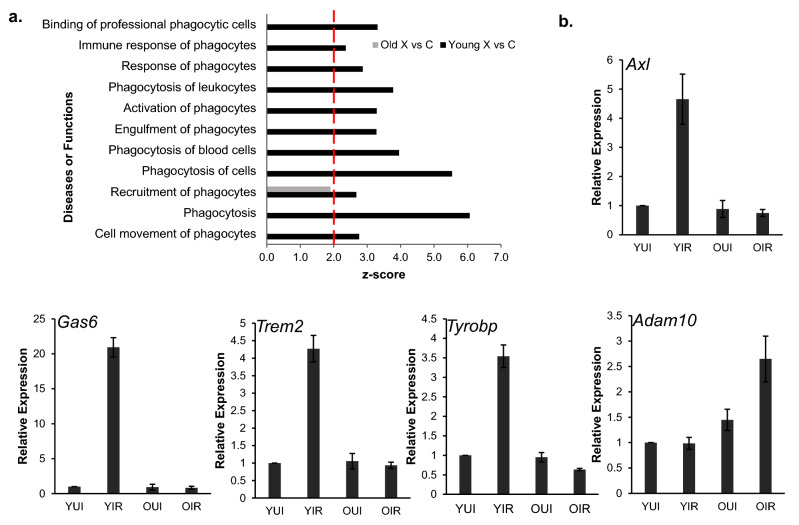
Phagocytosis-related biological functions are overrepresented in irradiated young male mice. (**a**) Significantly enriched phagocytosis-related functions in young-irradiated versus old-irradiated mice. X: x-ray; C: control (unirradiated). Dotted line marks z-score = 2.0. (**b**) Gene expression levels of 5 phagocytosis-related genes (*Axl*, *Gas6*, *Trem2*, *Tyrobp,* and *Adam10*) analyzed by RT-qPCR and normalized to *Actb* expression. Data represent the mean ± S.E.M. (n = 3). *YUI* young unirradiated, *YIR* young irradiated, *OUI* old unirradiated, *OIR* old irradiated.

### Unirradiated old versus unirradiated young mice

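Between unirradiated old and young mice, 19 of the 34 gene lists passed the camera test, 12 of them with a higher and 7 with a lower value in old mice relative to all genes. The lists that were lower were the Fgf family, Rhox and Hox genes, sperm motility and testis genes, neuronal genes, and markers of hepatocytes, pancreatic acini (median -1.91, adjusted p = 5.38e-05) and cardiac muscle (-0.84, 0.0218). Those that were higher included integrin and IL-8 signaling (0.37, 0.000505), housekeeping genes (0.25, 0.00274), p53 target genes (0.33, 0.0125), platelet genes (0.48, 0.0125), B cell activating factor signaling (0.27, 0.0113), neutrophil genes (1.31, 0.0179) and monocyte genes (0.55, 0.0260). DNA repair genes (0.06, 0.0175) and ribosomal protein genes (adjusted p = 0.0154) passed as well, although the median of the ribosomal list was -0.08. The call for DNA repair genes was lost with the 75th percentile (0.0571) and quantile normalization (0.0554), and that for ribosomal genes with both as well (0.752 and 0.990). Not significant were phagocytosis, B cell (0.06, 0.0826), T cell (-0.28, 0.327), erythroid (-0.56, 0.124), senescence (0.23, 0.0662), progenitor (0.19, 0.262), interferon (0.09, 0.164) and Bcl genes (0.31, 0.326).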

IPA analysis demonstrated that the majority of the canonical pathways were underrepresented in old compared with young mice (Table 4; Supplementary File 3). The most significant pathway was Fibroblast growth factor (Fgf) signaling (*p* = 3.70E−04; z = − 2.8). 

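The Fgf family was taken from the gene names on the array, as every gene named Fgf with a number and every gene whose name begins with Fgfr or Fgfbp. This pattern also took in *Fgfr1op* and *Fgfr1op2*, which are named as partners of an Fgf receptor oncogene and are neither Fgfs, receptors nor binding proteins. Of its 31 genes on the array, 20 passed the background filter. In unirradiated mice, their median difference was -1.47 relative to all genes, and 19 of 20 genes were lower in old mice relative to all genes (camera adjusted p = 6.5e-05; 0.205 with an estimated correlation). Its DEGs numbered 11, with 10 lower and 1 higher in old mice, and adjusted over the list alone also 11. Averaged per array, the list was -0.04 ± 0.17 in young and -0.93 ± 0.25 in old mice (SD, n = 6 each), without overlap. The relative median stayed below 0 under each scaling and was -1.18 with quantile normalization. Of 10000 random lists of the same number of genes and the same brightness, 0.01% had a median as low.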

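*Fgf8* (A_55_P2101508) had a log2 signal of 4.98 ± 0.232 in young and 2.38 ± 0.390 in old unirradiated mice (SD, n = 6 each) and was 6.07-fold lower in old mice (limma adjusted p = 5.59e-07). *Fgf15* (A_51_P440985) was well above background in 6 of 6 young and 0 of 6 old mice and was at least 4.09-fold lower in old mice (1.37e-05). *Fgf13* (A_55_P2139814) and *Fgf14* (A_55_P1976430) were 3.29-fold and 3.15-fold lower (5.32e-05 and 5.28e-05). For these 4 probes every old mouse lay below every young mouse (exact permutation test, p = 0.00216). Another probe of *Fgf13* that passed the filter, A_55_P2139809, was well above background on 22 arrays and went the other way, with a log2 difference of 1.22. With the mean of all probes of a gene, *Fgf13* changed by -0.25 and was not a DEG (0.447). *Fgf6* (A_55_P2073617) fell by 1.15 on the log2 scale (limma adjusted p = 0.00105), with all 6 old mice below the median of the young mice. *Fgfr2* (A_55_P2094881) and *Fgfbp3* (A_55_P2044385) fell by 1.97 and 1.57 (0.000421 and 0.000889), also with all 6 old mice below that median. *Fgf1* (A_55_P2047188) fell by 1.73 (0.00205), with a signal well above background in 4 of 6 young and 1 of 6 old mice.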

Numerous *Fgf* coding genes were downregulated in older mice (Supplementary Table S3). However, the Fgf pathway was not involved in the response to irradiation, except for FGF receptor 1 (*Fgfr1*), which was significantly increased in irradiated young mice (11.7-fold). In addition to Fgf signaling, sperm motility (*p* = 2.95E−03; z = − 2.985) and GnRH (gonadotropin-releasing hormone-like protein) signaling (*p* = 3.72E−02; z = − 2.524), involved in spermatogenesis^50^, were significantly underrepresented in old mice. 

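*Fgfr1* (A_55_P2057777) rose from 3.42 ± 1.66 to 7.06 ± 0.986 in irradiated young mice (SD, n = 6 each), a 12.4-fold increase with all 6 irradiated mice above the unirradiated median (limma adjusted p = 0.00103; exact permutation p = 0.00433). In the old mice it changed from 3.16 ± 1.04 to 3.63 ± 3.12 (limma adjusted p = 0.773; log2 change 0.47, or -0.28 without old irradiated replicate 3), and the interaction of -3.17 did not pass (0.192). With the hepatocyte signal of each array as a covariate, chosen after seeing the data, its change in old mice turned to -4.05 (limma adjusted p = 0.00397). Of its other probes that passed the filter, A_55_P1967022 changed by 2.53 in young and 2.04 in old mice and A_55_P1967015 by 0.21 and 0.07. The Fgf family as a list did not change in irradiated young mice (0.04 relative to all genes, camera adjusted p = 0.896). In irradiated old mice it rose by 0.82, with 17 of 20 genes above all genes (0.0215). The rise lay mostly in old irradiated replicates 4 and 6, where the list mean was 0.62 and 0.71, while the other 4 irradiated old mice were at -0.85 to -0.28 and the unirradiated old mice at -1.15 to -0.60. *Fgf8* was at 5.98 and 6.79 in these replicates and at 1.58 to 3.06 in the other 4. The call for the family in old mice was lost with fry (0.169), the 75th percentile (0.0571), the median over probes well above background on all arrays (0.0711), normexp background correction (0.0694) and the well above background filter (0.0851). The interaction was 0.79 (0.0113; 0.222 with fry). DEGs in the family numbered 3 in young mice and 2 in old mice, and adjusted over the list alone 4 and 3. Besides *Fgfr1*, these were *Fgfrl1* (A_55_P2152872; -0.99, limma adjusted p = 0.000151) and *Fgfr1op* (A_55_P2044104; -1.26, 0.000670) in young mice. In old mice *Fgfr1op* fell by 1.85 (0.00948), and *Fgf1* was higher by 3.24 on the log2 scale (0.0147), with a signal well above background in 1 of 6 unirradiated and 4 of 6 irradiated mice. *Fgf1* was at 2.735, 3.42 and 3.34 in old irradiated replicates 2, 3 and 5, which carried hepatocyte transcripts, and at -2.13 to 0.08 in the other 3. *Fgfr1* was at 5.76, 7.40 and 6.14 in the same 3 mice and at 0.735 to 0.968 in the others. In young irradiated replicates 2, 4 and 5, in which hepatocyte transcripts were also high, *Fgfr1* was at 7.69, 8.00 and 7.79. The other irradiated young mice were at 5.69 to 7.19.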

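The 21 sperm motility and testis genes differed by -0.88 relative to all genes between unirradiated old and young mice (camera adjusted p = 0.000806; 0.205 with an estimated correlation). Relative to all genes, 19 of 21 were lower in old mice. Its DEGs numbered 6, all lower, and adjusted over the list alone 10, with 8 lower and 2 higher. Averaged per array, the list was 0.02 ± 0.12 in young and -0.57 ± 0.17 in old mice (SD, n = 6 each). Of 10000 random lists of the same brightness, 18.5% had a median as low. *Acrv1* fell by 2.92 (limma adjusted p = 4.26e-05), *Tnp1* by 2.46 (0.000451) and *Tekt4* by 1.17 (3.13e-05) on the log2 scale, and *Zpbp2* and *Odf2* were not DEGs. Genes of GnRH signaling were not listed and not analysed here as a list. After irradiation the list did not change in young mice (-0.12, camera adjusted p = 0.641) or old mice (0.14, 0.656), with an interaction of 0.49 (0.0530).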

A majority of the X-linked reproductive homeobox (*Rhox*) and *Hox* gene clusters that play a role in male fertility^51^ was downregulated in old mice compared with young mice as visualized in a heatmap (Supplementary Fig. S1). 

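Of 66 Rhox and Hox genes on the array, 22 passed the background filter, and 19 of these were lower in old mice relative to all genes. Their median difference was -1.40 relative to all genes (camera adjusted p = 8.5e-05; 0.227 with an estimated correlation). Its DEGs numbered 12, with 9 lower and 3 higher in old mice, and adjusted over the list alone 13, with 10 lower and 3 higher. Averaged per array, the list was 0.04 ± 0.18 in young and -0.68 ± 0.22 in old mice (SD, n = 6 each), without overlap, and 0.59% of random lists of the same brightness had a median as low. *Rhox6* (A_51_P487048) fell from 2.50 ± 0.213 to -0.939 ± 0.907 (limma adjusted p = 4.67e-06), with a signal well above background in 1 of 6 old mice. *Rhox7a* (A_55_P2089955), *Rhox4g* (A_55_P1956513), *Rhox3f* (A_55_P2016367) and *Rhox3h* (A_55_P1984347) fell by 2.17, 2.07, 2.02 and 1.94 on the log2 scale. *Hoxa11os* (A_55_P2041700) and *Rhox1* (A_66_P100228) fell by 1.64 and 1.51, and *Hoxa6* (A_51_P360586) was at least 1.51-fold lower. For these 8 genes the groups did not overlap. *Rhox2e* (A_55_P1975682) fell by 0.75 (0.00440), a call that was kept with 7 of 12 arrays left out in turn; without old unirradiated replicate 6 the fall was 0.62 (-0.62 on the log2 scale, 0.00989). *Hoxa4* (A_55_P2219982) and *Rhox2h* (A_55_P1984344) were not DEGs (-0.91, 0.0876 and -0.41, 0.349), but both passed without young unirradiated replicate 5 (-1.37 and -0.81) and in the authors' deposited values. *Rhox3a* (A_66_P107583), *Hoxb4* (A_55_P2024993) and *Rhox8* (A_55_P1981829) were higher in old mice. *Rhox3a* was at least 1.66-fold higher, *Hoxb4* rose by 1.46 (5.77e-05) and *Rhox8* by 1.93 (3.36e-05). *Rhox8* turned to -1.42 in the authors' deposited values, where another of its probes, A_55_P2130725, represents it in the paper's table. In irradiated mice the list changed by -0.14 in young mice (camera adjusted p = 0.654). It rose by 0.53 in old mice (0.0336), with 20 of 22 genes above all genes, none of them a DEG. Old irradiated replicates 4 and 6 had list means of 0.61 and 1.17, and the other 4 irradiated old mice were at -1.02 to -0.29, compared with -0.93 to -0.34 in the unirradiated old mice. The call for the list in old mice was lost under 8 alternatives, and normexp background correction turned the median to -0.02 (0.860). The interaction was 0.86 (0.000717; 0.175 with fry).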

Lastly, several nervous system pathways were underrepresented in the differentially expressed geneset from old mice compared with young mice, including the neuroprotective role of THOP1 (Thimet Oligopeptidase 1) in Alzheimer’s disease (*p* = 1.15E−02; z = − 3.153), neurotrophin/TRK (neurotrophic receptor tyrosine kinase 1) signaling (*p* = 1.26–02; z = − 2.887), and the Wnt/Ca^+^ signaling (*p* = 4.79E−03; z = − 2.673) pathways that contribute to neuron protection and regeneration.

**Table 4:** Canonical pathways significantly over-represented among downregulated genes in control old versus young male mice under basal (no irradiation) conditions as assessed by Ingenuity Pathway Analysis.

Ingenuity canonical pathways	z-score	*p* value
FGF signaling	− 2.837	3.72 E−04
Sperm motility	− 2.985	2.95 E−03
cAMP-mediated signaling	− 2.197	4.17 E−03
Wnt/Ca + pathway	− 2.673	4.79 E−03
GPCR-mediated nutrient sensing in enteroendocrine cells	− 2.837	5.62 E−03
Role of NFAT in cardiac hypertrophy	− 3.087	7.24 E−03
Synaptic long term depression	− 3.900	7.59 E−03
Neuropathic pain signaling in dorsal horn neurons	− 3.273	7.76 E−03
Neuroprotective role of THOP1 in Alzheimer's disease	− 3.153	1.15 E−02
Neurotrophin/TRK signaling	− 2.887	1.26 E−02
CREB signaling in neurons	− 3.545	1.29 E−02
Bladder Cancer Signaling	− 3.162	1.91 E−02
Actin Cytoskeleton Signaling	− 2.558	2.00 E−02
Basal Cell Carcinoma Signaling	− 2.530	3.47 E−02
GNRH Signaling	− 2.524	3.72 E−02
Endothelin-1 Signaling	− 2.268	3.89 E−02
ERK5 Signaling	− 2.714	3.89 E−02
Calcium Signaling	− 4.583	3.89E−02

Benjamini-corrected *p* value < 0.05 and |z|≥ 2 was considered significant.

Diseases and functions annotation revealed that, under basal conditions, cell death/apoptosis/morbidity, including neuron (*p* = 1.01E−03; z = 2.821) and embryonic cell (*p* = 1.43E−03; z = 2.329) death, as well as morbidity or mortality (*p* = 3.56E−04; z = 11.544) were significantly elevated in old unirradiated animals (Fig. 4a; Supplementary File 4). In contrast, molecular transport and brain development functions were under-represented in old mice compared with young animals (Fig. 4a). A systematic investigation of nervous system physiology-related functions revealed a great number of functions that were upregulated in young mice, whereas functions related to neuronal dysfunction and/or cell death (apoptosis) were markedly underrepresented in the young mice compared with old mice (Fig. 4b and Supplementary Table S4 for z-score values). 

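The 35 genes of a neuronal list differed by -0.92 relative to all genes between unirradiated old and young mice, with 28 of 35 lower in old mice relative to all genes (camera adjusted p = 0.000504). The call was lost with normexp background correction (0.0642) and with an estimated correlation (0.219). Its DEGs numbered 16, with 11 lower and 5 higher, and adjusted over the list alone 20, with 14 lower and 6 higher. Averaged per array, the list was 0.01 ± 0.13 in young and -0.36 ± 0.07 in old mice (SD, n = 6 each), and 1.52% of random lists of the same brightness had a median as low. *Ntrk2*, the receptor of neurotrophin signaling, fell by 2.54 on the log2 scale (limma adjusted p = 5.18e-06) and *Th* by 1.71 (2.45e-05). *Slc6a4* was higher in old mice by 0.99 (0.00127), and *Snap25* and *Scn8a* were not DEGs. In irradiated mice the list did not change in young mice (0.19, camera adjusted p = 0.375). It rose by 0.66 in old mice (0.00163; 0.112 with fry), with an interaction of 0.72 (0.000671; 0.222 with fry). The list mean was 0.89 and 1.10 in old irradiated replicates 4 and 6 and -0.33 to 0.17 in the other 4 irradiated old mice, compared with -0.43 to -0.23 in the unirradiated old mice.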

Finally, unlike the response to stress, cancer differences were not apparent between young and old mice, although benign lesions/neoplasm-related diseases were more significant in old than young mice (Supplementary File 4).

**Figure 4:**
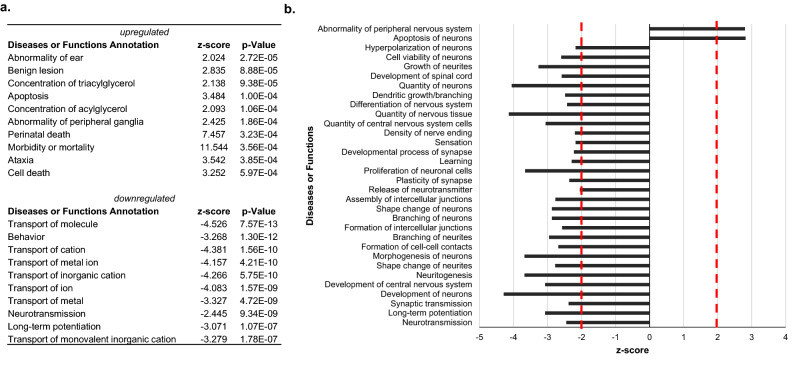
Diseases and functions significantly overrepresented in young versus old mice. (**a**) Top ten diseases and functions significantly enriched among upregulated and downregulated genes in control old versus young male mice. (**b**) Brain-related functions differentially overrepresented in young versus old animals. |z|> 2 is considered significant. Dotted red lines mark z-score = 2.0 or – 2.0.

## Discussion

An important goal of radiation biodosimetry is to accurately predict radiation dose exposure as a surrogate of severity of tissue injury. Previously, we described the gene expression profile in peripheral blood from mice exposed to x-ray radiation^7^. These results suggested that differences in gene expression could potentially be exploited to estimate radiation dose. However, several biological variables, including age, sex, and infection, could potentially modify the transcriptomic profile of an individual exposed to irradiation. In the present study, we have examined the impact of age on gene expression changes in male mice exposed to a single whole-body dose of x-rays. We have identified differentially regulated genes in response to x-ray radiation exposure and under homeostatic conditions and have categorized these genes into canonical pathways and diseases or functions.

A major finding of this study was the upregulation of phagocytosis in young mice exposed to radiation, but not in irradiated old mice. However, under basal conditions, neither young nor old mice demonstrated significant enrichment in phagocytosis-related functions. The correlation between phagocytosis with age under homeostatic conditions remains contentious with some studies showing that murine macrophage phagocytosis is not altered with age^52,53^, while others describe an impairment^54–56^, or even enhanced phagocytic activity^57–60^ with age. These differences could be attributed to different animal models and tissue sites.

Phagocytosis is crucial in maintaining tissue homeostasis and innate immune balance and it is tasked with the clearance of apoptotic cells, a process called efferocytosis, as well as invading pathogens such as bacteria and microbes^61^. Although epithelial and endothelial cells, as well as fibroblasts, are able to phagocytose apoptotic cell debris, phagocytosis is predominantly carried out by the so-called professional phagocytes, including macrophages, dendritic cells, and neutrophils. Dysfunctional phagocytosis leads to accumulation of unphagocytosed debris with subsequent accumulation of secondary necrotic debris that promotes chronic inflammation and autoimmune diseases^62^, such as systemic lupus erythematosus^63,64^, and exacerbates tissue damage. Therefore, phagocytosis has been considered a key requirement for inflammatory resolution and for the preservation of immune tolerance^65^. Moreover, a diminished phagocytic capacity of dendritic cells impairs antigen presentation to T cells and activation of the adaptive immune system^66^. In brain, microglial function has been linked to maintenance of homeostasis through phagocytic clearance of cellular debris and protein aggregates, whereas they display functional deterioration during aging and promote neurodegenerative diseases^67^, including Alzheimer’s and Parkinson’s diseases^68^. Furthermore, retinal pigment epithelial cell (the resident phagocytes in the eye) dysfunction has been implicated in the pathogenesis of age-related macular degeneration and blindness^69^.

Phagocytosis is a receptor-mediated process^70^. Receptors involved in the recognition and uptake of apoptotic bodies belong to the Tyro3-Axl-Mer (TAM) tyrosine kinase proteins. TAM receptors are functionally involved in two discrete phenomena: the phagocytosis of apoptotic corpses and the regulation of the innate immune response^70^. TAM receptors rely on their cognate activating ligands, Gas6, which activates predominantly Axl, and protein S (Pros1), with specificity for Mer and Tyro3, for their phagocytic activity^71^. Gas6 and Pros1 drive phagocytosis only when they are simultaneously bound to a TAM receptor and phosphatidylserine, which serves as an “eat-me” signal in phagocytosis^71^. Ablation of Axl and Mer in TAM knockout mice leads to increased inflammation^72,73^. In the past, Axl and Mer kinases were thought to act redundantly in phagocytosis; however, accumulating evidence suggests that Mer preferentially mediates the phagocytosis of apoptotic cells under homeostasis, whereas Axl specifically controls the process under stress, such as infection^74,75^. 

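*Mertk* (A_51_P366138), which encodes Mer, did not pass the background filter and was tested only without that filter. It was well above background in 1 of 6 unirradiated and 6 of 6 irradiated young mice and in 1 of 6 unirradiated and 3 of 6 irradiated old mice. In young mice it rose from -1.91 ± 1.70 to 2.16 ± 1.01 on the log2 scale (SD, n = 6 each), without overlap of the groups (limma adjusted p = 0.00136; exact permutation p = 0.00216). No fold change is given, as its level without irradiation was near background. In the old mice it changed from -1.80 ± 1.12 to -0.119 ± 2.43 (limma adjusted p = 0.260), and the interaction of -2.39 did not pass (0.364). Its signal was 1.39, 2.76 and 1.91 in old irradiated replicates 2, 3 and 5, in which hepatocyte transcripts were high. It was -3.08 to -1.82 in the other 3 irradiated old mice. Young irradiated replicates 2, 4 and 5, in which hepatocyte transcripts were also high, were at 2.87, 2.98 and 3.07. The other 3 irradiated young mice were at 0.795 to 2.20. *Axl* was a DEG in young mice under each of 17 alternatives, with log2 changes of 1.27 to 1.93. *Tyro3* (A_55_P2038247), the third receptor of this family, did not change in young mice (-0.17, 0.691). *Pros1* (A_51_P393426), a ligand of these receptors, rose by 2.17 in young mice (1.86e-05) and by 1.89 in old mice (0.000425).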

Our microarray data show that *Axl* but not *Mer* is upregulated in irradiated young mice supporting distinct roles of these two kinases in response to a different kind of stress, namely radiation. In brain, TAM receptors involved in phagocytosis of apoptotic debris can be engaged on Trem2-expressing microglia, the resident macrophages of the central nervous system^76^. Trem2-ligand interaction recruits Tyrobp/Dap12 and mediate signal transduction^68^. When phagocytosis is completed, Trem2 is released from the surface of cells through the consecutive action of Adam10 and γ-secretase that cleave Trem2, release Tyrobp/Dap12 and terminate Trem2 signaling^77^. Trem2 deletion or impairment in mice and in in vitro cell cultures reduces phagocytosis of apoptotic cells, cellular debris, lipoproteins, Aβ, and bacteria^78,79^. Importantly, human TREM2 shedding by cleavage is accelerated in Alzheimer’s disease^80,81^. Furthermore, individuals homozygous for rare inactivating mutations in either TREM2 or TYROBP develop a lethal form of progressive, early-onset dementia known as Nasu-Hakola disease^82,83^. Here, we show that *Trem2* and *Tyrobp* were significantly upregulated in irradiated young mice, whereas *Adam10* was elevated in irradiated old mice, emphasizing a potentially vital role of phagocytosis in brain after radiation exposure.

Apoptosis plays multiple critical roles in the immune system, such as the negative selection of thymocytes and lymphocytes, as a defense mechanism against autoimmunity, and in the maintenance of proliferative homeostasis^49^. Furthermore, proliferating hematopoietic system cells predominantly undergo apoptosis in response to irradiation^84^, which are removed in time by professional and non-professional phagocytes. Our analysis showed that the gene expression profile in peripheral blood cells from young mice exposed to irradiation correlates with an upregulation of apoptosis-related functions, whereas functions associated with quantity of many immune cell subtypes are markedly underrepresented. In contrast, cell death or apoptosis was not an important function of irradiated old mice. Instead, a senescence-related function appeared to predominate in these cells. Likewise, decreased DNA repair and persistent nuclear foci formation after irradiation are detected in older individuals^31–33^. Based on these results, we speculate that aging is associated with increased senescence, but decreased apoptosis and enhanced survival of functionally defective cells after DNA damage, which may lead to induction of inflammation^85^. In contrast, radiation induces apoptosis in blood cells from young mice that subsequently are cleared by phagocytosis leading to inflammatory resolution and restoration of immune system function. However, functional studies will be necessary to confirm this hypothesis.

Aging is characterized by dysregulation of hematopoietic stem cells (HSCs) and inefficient hematopoiesis^86^. Specifically, it has been demonstrated that the functional capabilities of HSCs and progenitor cells are grossly impaired and cannot respond efficiently to stress that disturbs homeostatic immune cell balance, such as infection, inflammation, or bone marrow transplantation^86^. Our transcriptomic analysis revealed that several stem/progenitor cell-related pathways were underrepresented in irradiated old mice, but not irradiated young mice. Furthermore, a number of growth factor and cytokine signaling pathways known to protect HSCs and progenitor cells from radiation is shown here to be significantly overrepresented in irradiated young mice. For example, it has been reported that EGF treatment protects bone marrow HSCs in response to stress^87^. We demonstrate that EGF signaling pathway is significantly enriched in irradiated young mice, but not irradiated old mice. Moreover, *Egfr* gene transcript level was higher in young mice compared with old ones. 

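In irradiated mice, *Egfr* rose by 1.24 on the log2 scale in young mice (limma adjusted p = 0.0349) and by 2.24 in old mice (0.0348), and neither change passed the threshold. In each age 5 of 6 irradiated mice lay above the median of the unirradiated mice. The log2 signal after irradiation was 2.62 ± 1.11 in young and 1.10 ± 1.71 in old mice (SD, n = 6 each), where 4 of 6 mice had a signal well above background. In old mice it was 1.97, 2.44 and 2.79 in irradiated replicates 2, 3 and 5, in which hepatocyte transcripts were high. It was -1.85 to 0.74 in the other 3. In young mice it was 3.38, 3.86 and 3.575 in irradiated replicates 2, 4 and 5, in which hepatocyte transcripts were also high. The other 3 irradiated young mice were at 1.30 to 1.96 and the unirradiated young mice at 0.72 to 2.03. The interaction was 1.00 (0.480). The difference between unirradiated old and young mice was a DEG in 15 of 16 alternatives, at log2 values of -3.10 to -0.55.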

We also discovered that IL-3 and GM-CSF signaling pathways are enriched in young mice exposed to DNA damage, but not irradiated old mice. Both pathways can influence the survival and differentiation of HSCs toward myeloid lineages by activating transcription factors, while they stimulate emergency granulopoiesis during infection and injury^88,89^. Likewise, signaling pathways known to promote lymphocyte generation and CD4/CD8 ratio normalization after stress, such as IL-7 and IL-4^90,91^, were several orders of magnitude more significant in young irradiated animals compared with older ones. In contrast, none of the ‘stem cell”-related or cytokine signaling pathways were differentially regulated in unirradiated young or old mice.

Under homeostatic conditions, Fibroblast growth factor (Fgf) was the most significant pathway underrepresented in old mice as opposed to young mice. Fgf signaling plays an essential role in almost every cell fate decision, patterning event and coordinated cell movement in the early embryo. In the adult, FGFs are homeostatic factors functioning in tissue repair, wound healing, control of the nervous system and tumor angiogenesis^92^. Aberrant activity of the pathway is associated with developmental defects that disrupt organogenesis, impair the response to injury, and result in metabolic disorders, and cancer^93^. Several Fgf’s have been tested therapeutically to mitigate various pathologies, including human FGF18 for the treatment of osteoarthritis^94^ and recombinant human FGF2 gene therapy for cardiovascular disease^95^. In addition, recombinant human FGF7 (and FGF20) has been used to treat mucositis in response to radiation therapy or as a medical countermeasure against radiation exposure^96–100^. 

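*Fgf18* (A_55_P2211319) fell by 0.78 on the log2 scale in unirradiated old mice relative to young mice (limma adjusted p = 0.00726). Its signal was well above background in 6 of 6 young and 2 of 6 old mice, and all 6 old mice lay below the young median. It stayed a DEG in 8 of 14 alternatives and with 4 of 12 arrays left out in turn; without old unirradiated replicate 2 the change was -0.64 (0.0150). *Fgf7* (A_55_P2035932) was well above background in 3 of 6 young and 0 of 6 old mice and was at least 1.10-fold lower in old mice (0.000636). *Fgf20* (A_55_P2180056) was 5.50 ± 0.649 in young and 4.97 ± 0.474 in old mice (SD, n = 6 each) and was not a DEG, although all 6 old mice lay below the median of the young mice (limma adjusted p = 0.120; exact permutation p = 0.165). It passed with quantile normalization (0.00756), the median over probes well above background on all arrays (0.0103) and in the authors' deposited values (0.00359). Relative to all genes it changed by -1.16. *Fgf2* (A_51_P399845) was well above background on 0 of 24 arrays, so that no fold change is given.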

All these genes were found downregulated in old compared with young mice.

Cancer-related diseases were significant in both irradiated young and old animals. However, genitourinary tumor functions were associated with irradiated young mice, although prostate cancer functions were overrepresented in irradiated old mice. Similarly, various hematologic proliferative diseases and malignancies were more prevalent in irradiated old mice. However, under basal conditions, functions related with neurogenesis were significantly underrepresented in older mice compared with younger mice. In contrast to old mice, young mice demonstrated an enrichment in functions associated with diminished neuronal death and increased neuron activity and development, including release of neurotransmitters. In contrast, functions related to neurogenesis or brain function were not significantly over-represented among responding genes in old or young mice 24 h after irradiation.

In conclusion, we show that aging promotes large-scale rewiring of transcriptional networks in male mice exposed to radiation. Whereas we describe a number of pathways that are differentially overrepresented between young and old mice exposed to irradiation and could potentially serve to develop medical countermeasures, the most prominent functions and diseases that distinguish exposure to radiation between old and young mice are “induction of cell death/apoptosis” and “phagocytosis” that are significantly overrepresented in irradiated young mice, but not irradiated old animals. Interestingly, the link between increased apoptosis and diminished late toxicity in cancer patients who have undergone radiotherapy has been known for some time^101^. Furthermore, increased resistance to apoptosis has been associated with the aging process^85^. In the current study, in addition to apoptosis, we highlight the significance of phagocytosis in the response of young animals to radiation exposure. We postulate that irradiation causes an increase not only of apoptosis, but also of phagocytosis that helps clear apoptotic cells from the organism and thus reduce acute and persistent inflammation in response to damage. In contrast, functions related to “senescence”, “impaired DNA repair”, and “diminished quantity and proliferation of hematopoietic progenitor cells” are significantly overrepresented in irradiated old mice. Therefore, our long –term goal is to use apoptosis/phagocytosis as a molecular signature for the development of late toxicity. However, functional phagocytosis assays need be performed to confirm these findings, including performing longitudinal studies for phagocytosis activation, as it may be the timing of activation, rather than an absolute non-responsiveness, that occurs in the aged mice. Other potential variables such as sex and infectious status may also interact with age to alter transcriptional response, and these areas should also be examined. Sex may contribute to distinct gene expression responses to radiation^4^. In addition, age-related differences in the composition and activation of immune cells in females and males may also influence gene expression differentially^102^. Currently, we focus on elucidating the impact of age on gene expression in female mice exposed to radiation. Encouragingly, preliminary experiments confirm the observation that phagocytosis-related functions are overrepresented only in irradiated female young mice, but not irradiated old ones. Finally, class prediction analysis demonstrated that aging can be a confounding factor in accurate detection of radiation exposure. Therefore, future efforts are necessary to refine our gene expression signature taking age into account.

## Methods

### Animals and irradiation

A total of 24 male C57BL/6 mice were purchased from Jackson Labs and acclimated for 2 weeks before irradiation. We used 12 young (2 months) and 12 old (21 months) male mice. Each treatment group consisted of 6 mice and the treatment was as follows: (1) Control (unirradiated)-young male mice, (2) Control (unirradiated)-old male mice, (3) 4 Gy x-ray-young male mice, (4) 4 Gy x-ray-old male mice. Mice were fed the standard chow, without caloric restriction. All animal experiments were conducted in accordance with applicable federal and state guidelines based on approved by the Columbia University Institutional Animal Care and Use Committee (approval number AC-AAAT6450). Mice were restrained in a pie holder without anesthesia and they were either sham-irradiated or exposed to 4 Gy x-rays of total body irradiation from an X-RAD 320 Biological Irradiator (operating at 320 kV, 12.5 mA with a 2 mm Al filter [HVL ~ 1.0 mm Cu]) at a dose rate of 1 Gy/min, using the Radcal Accu-dose dosimeter with an ion chamber digitizer to monitor actual dose rate.

### Blood collection and RNA isolation

Blood was collected 1 day post-irradiation by cardiac puncture at the time of euthanasia (by CO_2_ asphyxiation). Each sample (~ 0.4 ml blood) was added to a 15 ml centrifuge tube that contained 1.6 ml of PAXgene Blood RNA stabilization and lysis solution (PreAnalytix GmBH) and mixed thoroughly, while a small amount of blood was added to sodium EDTA anti-coagulant containing tubes for blood count using a Genesis hematology system (Oxford Science). After collection, blood was incubated at 4 °C for 24 h. RNA was purified following the PAXgene RNA kit recommendations with on-column DNase I treatment. As high amounts of globin transcript have been shown to interfere with gene expression signatures derived from blood, globin RNA was reduced using the Ambion GLOBINclear-mouse/rat kit (Thermofisher). RNA yields were quantified using the NanoDrop ND1000 spectrophotometer (Thermofisher) and RNA quality was checked by the 2100 Bioanalyzer (Agilent). High quality RNA with an RNA integrity number of at least 7.0 was used for microarray hybridization.

### Microarray hybridization

Cyanine-3 labeled cRNA was prepared using the One-Color Low input Quick Amp Labeling kit (Agilent). Dye incorporation and cRNA yield was measured with a NanoDrop ND1000 spectrophotometer (Thermofisher). Labeled cRNA was fragmented and hybridized to Agilent Mouse Gene Expression 4 × 44 K v2 Microarray Kit (G4846A). Slides were scanned with the Agilent DNA microarray scanner (G2505B) and the images were analyzed with Feature Extraction software (Agilent) using default parameters for background correction and flagging non-uniform features.

### Data analysis

Background-corrected hybridization intensities were imported into BRB-ArrayTools, version 4.5.1, log_2_-transformed and median normalized. Non-uniform outliers or features not significantly above background intensity in 25% or more of the hybridizations were filtered out. In addition, a minimum 1.5-fold change in at least 20% of the hybridizations was set as a requirement. Furthermore, probes were averaged to one probe per gene and duplicate features were reduced by selecting the one with maximum signal intensity. Class comparison was conducted in BRB-ArrayTools to identify genes differentially expressed between radiation exposed samples and matched unirradiated controls using a random variance t-test^43^. Young versus old controls were also compared with each other. Genes with *p* values less than 0.005 were considered statistically significant. The false discovery rate (FDR) was estimated for each gene by the method of Benjamini and Hochberg^103^, to control for false positives. The cutoff in this analysis was set at an FDR of less than 0.05. Hierarchical clustering of microarray gene expression data was performed with the Dynamic Heatmap Viewer of the BRB-ArrayTools software using a one minus correlation metric and average linkage. Genes differentially expressed following exposure to 4 Gy x-ray at day 1 were used to construct the heatmap. Venn diagrams were used to identify unique and overlapping differentially expressed genes from irradiated old and young mice.

### Class prediction

The class prediction tool in BRB-ArrayTools was used to select genes and build predictors of radiation exposure status. The greedy pairs method^43^ was used to select the 12 pairs of genes that best discriminated between control and irradiated samples in each training set (young or old). After feature selection, seven classification methods (compound covariate predictor, linear discriminant analysis, 1- and 3-nearest neighbors, nearest centroid, support vector machines, and Bayesian compound covariate predictor) were used with the selected feature sets to predict the irradiation status of the remaining samples (old or young). The percentage correct classification was calculated for each approach. The same approach was repeated using the “mixed” (WT and repair mutants)^39^ gene signature as the training set and irradiated young and old data as the test set.

### Gene ontology analysis

Lists of genes that were either significantly overexpressed or underexpressed compared with controls were analyzed using the Ingenuity Pathway Analysis (IPA) core pathway (Qiagen Ingenuity Systems) to identify canonical pathways, diseases and functions. Benjamini corrected p values of < 0.05 were considered significant.

### Quantitative RT-PCR

A subset of the expression changes was validated by quantitative real-time PCR (RT-qPCR). cDNA was prepared from total globin-cleared RNA using the High-Capacity cDNA Archive kit (Thermofisher). RT-qPCR was performed using pre-designed validated Taqman assays (Thermofisher) for *Axl* (Mm00437221_m1), *Gas6* (Mm00490378_m1), *Trem2* (Mm04209422_m1), *Adam10* (Mm00545742_m1), *Tyrobp* (Mm00449152_m1). The gene expression validation experiments were conducted with 20 ng cDNA using Universal PCR Master Mix (Thermofisher) in a QuantStudio 7 Flex Real Time PCR system (Thermofisher). Relative fold-induction was calculated by the 2^−ΔΔCT^ method^104^, using QuantStudio Design & Analysis Software (Thermofisher). Data was normalized to β-actin gene (*Actb*; Mm00607939_s1) expression levels.

## Supplementary Information

Supplementary Figures and Tables.

Supplementary File 1.

Supplementary File 2.

Supplementary File 3.

Supplementary File 4.

## Data Availability

The microarray data generated in this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus database with accession number GSE132559 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132559).

# Supplementary material for: Impact of aging on gene expression response to x-ray irradiation using mouse blood
**Source:** Sci Rep. 2021 May 13;11:10177. doi: 10.1038/s41598-021-89682-7
**Supplement:** Supplementary file 1 — Supplementary Figures and Tables.

## Slide 1
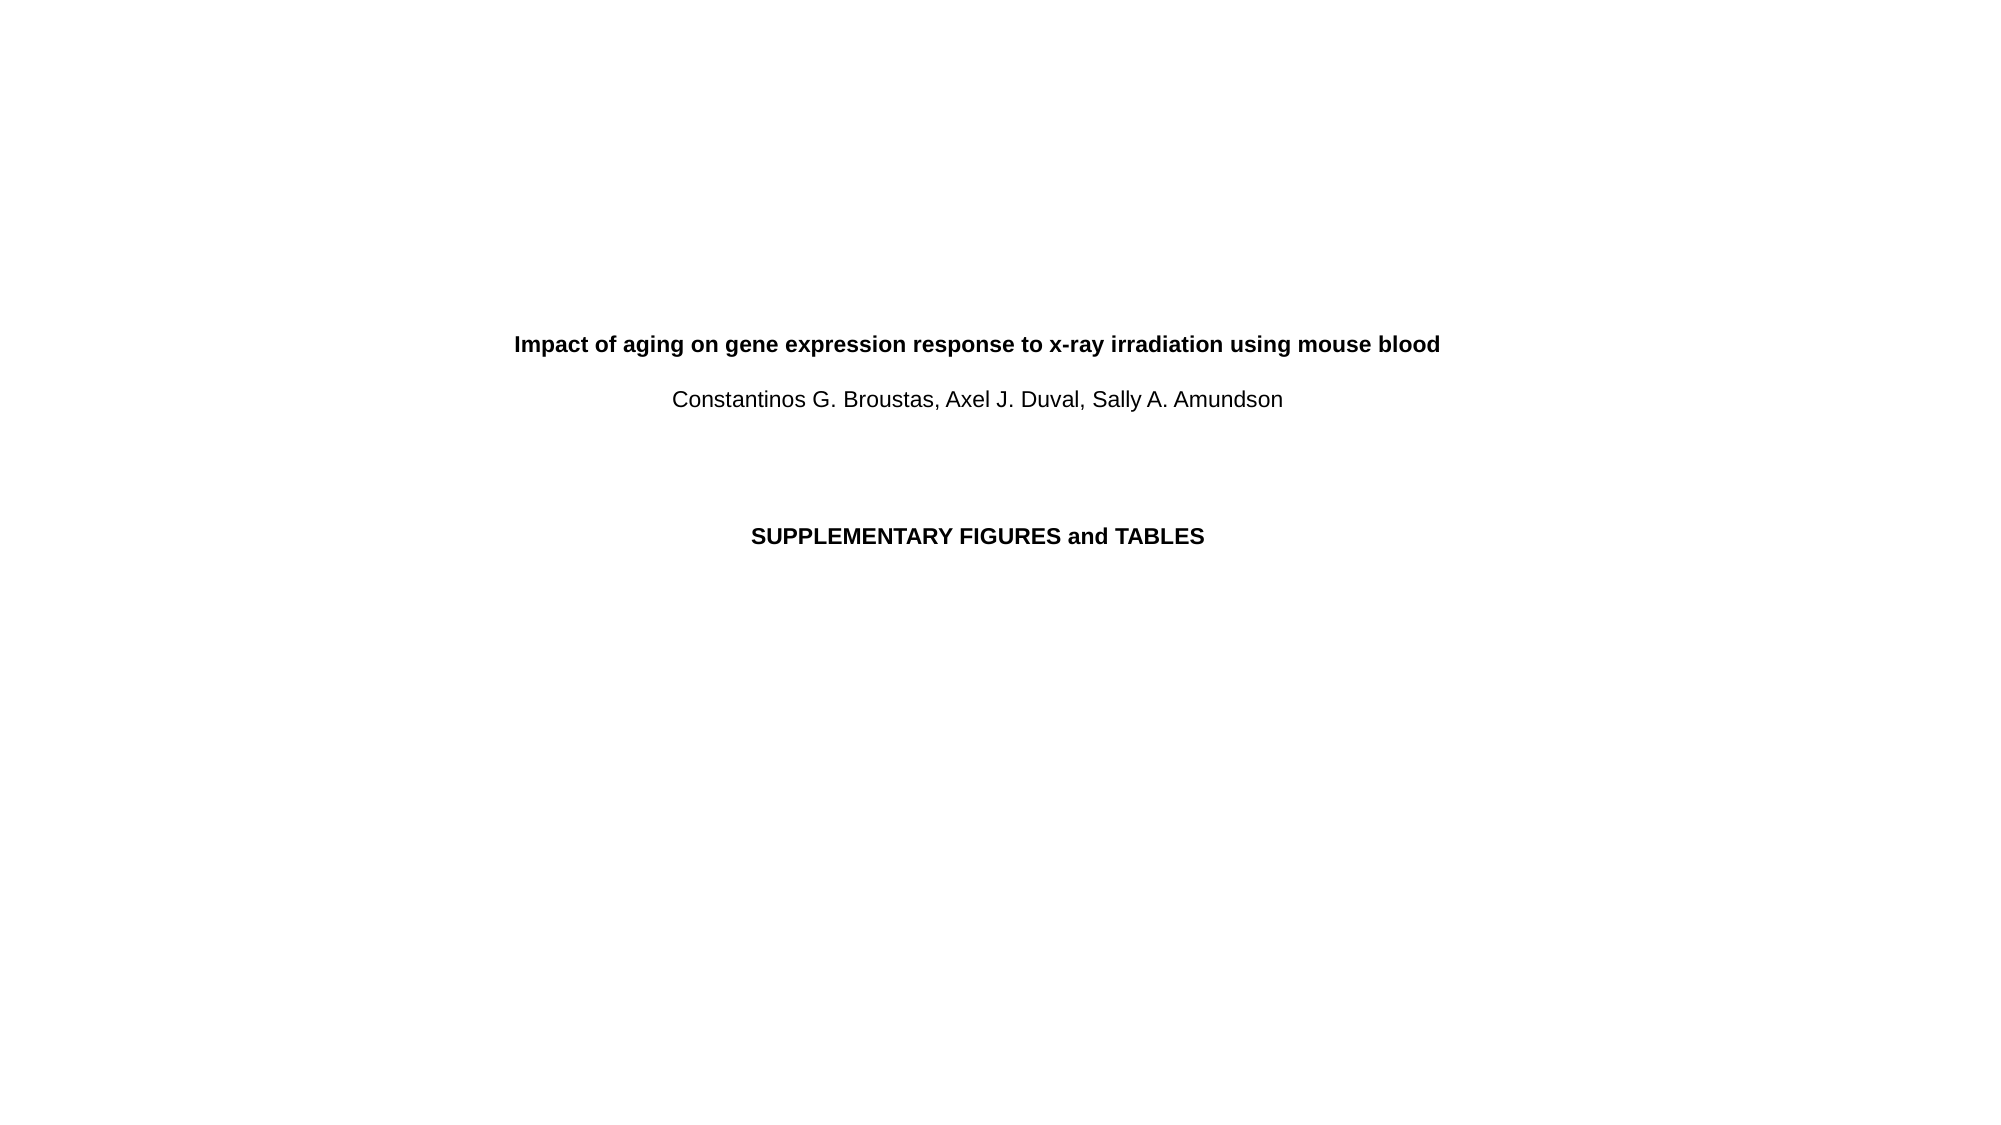

Impact of aging on gene expression response to x-ray irradiation using mouse blood
Constantinos G. Broustas, Axel J. Duval, Sally A. Amundson
SUPPLEMENTARY FIGURES and TABLES

## Slide 2
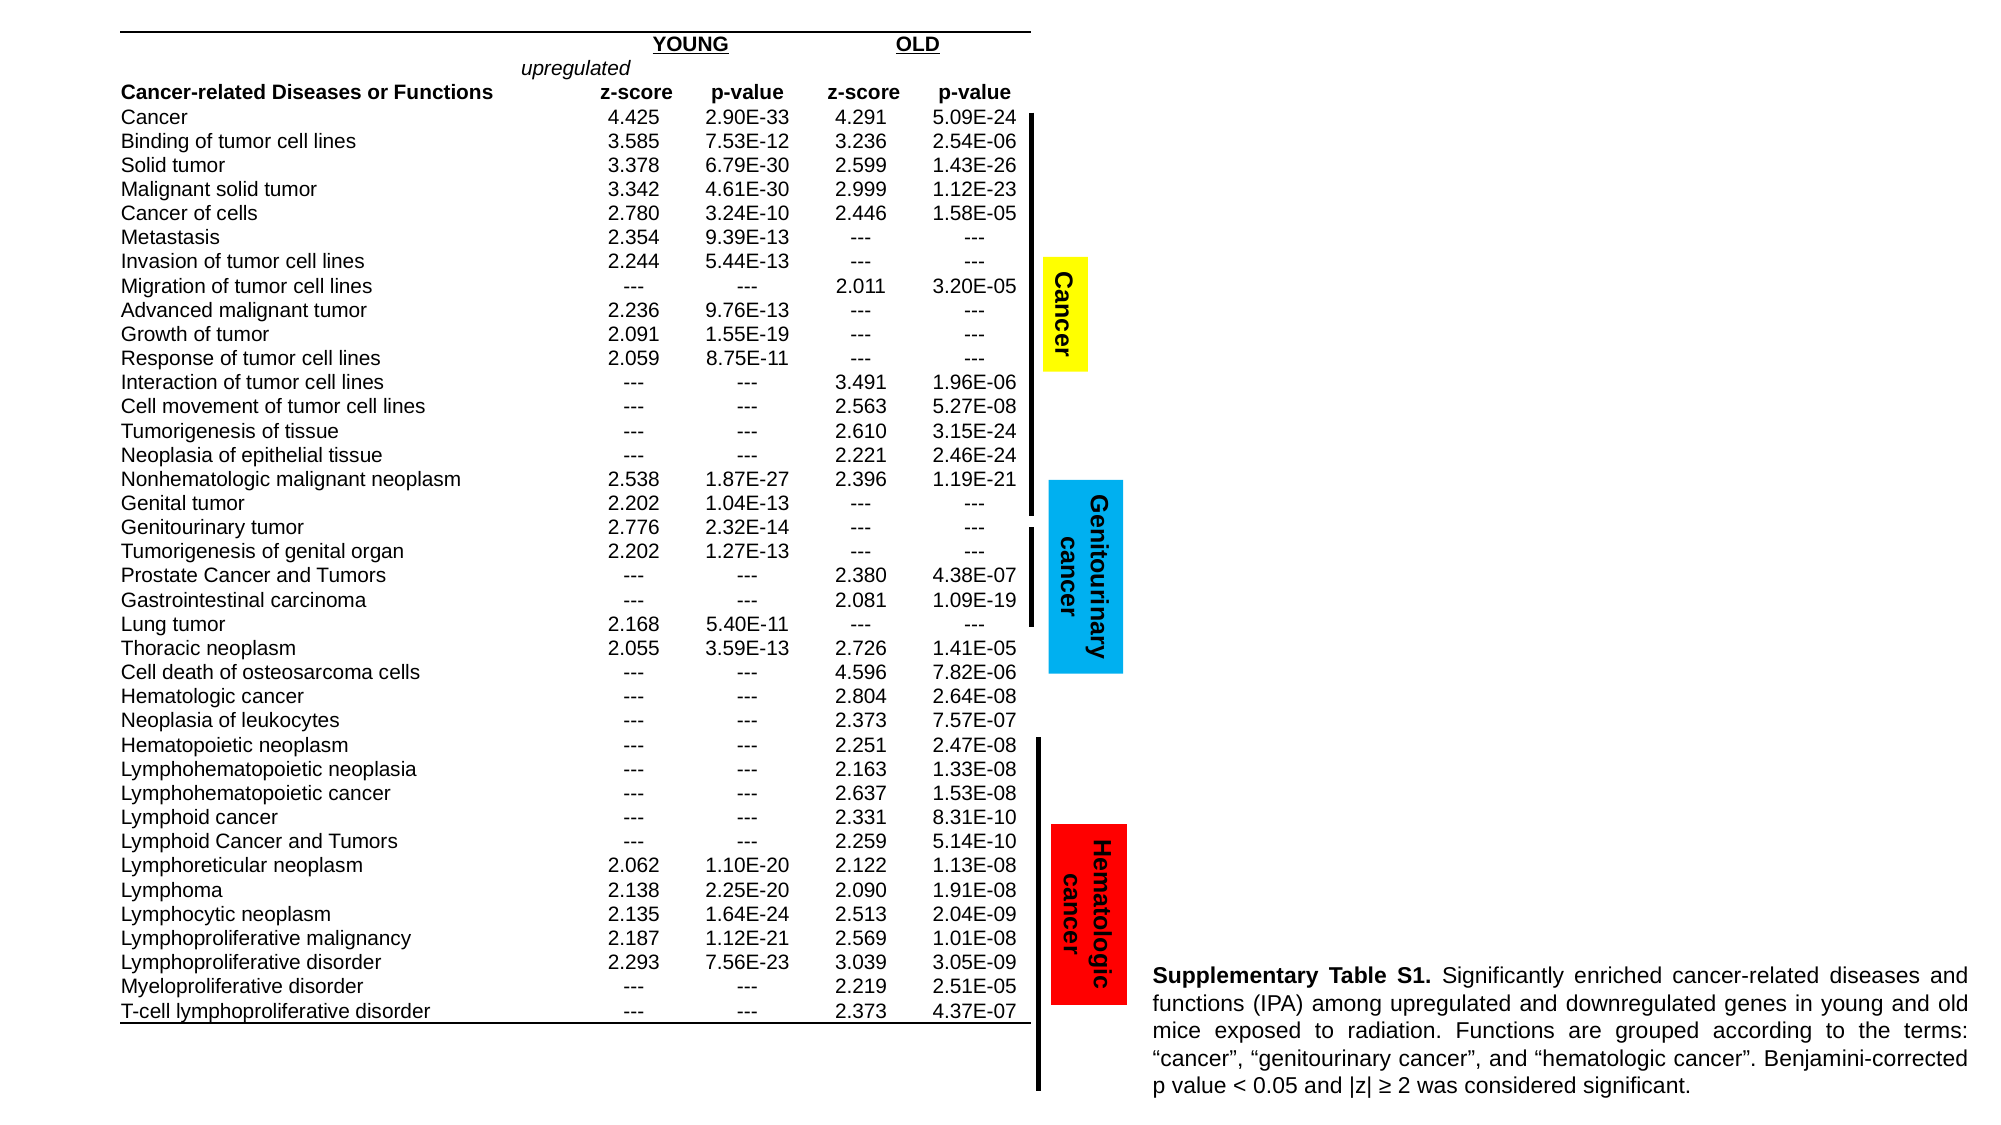

| | YOUNG | | OLD | |
| --- | --- | --- | --- | --- |
| upregulated | | | | |
| Cancer-related Diseases or Functions | z-score | p-value | z-score | p-value |
| Cancer | 4.425 | 2.90E-33 | 4.291 | 5.09E-24 |
| Binding of tumor cell lines | 3.585 | 7.53E-12 | 3.236 | 2.54E-06 |
| Solid tumor | 3.378 | 6.79E-30 | 2.599 | 1.43E-26 |
| Malignant solid tumor | 3.342 | 4.61E-30 | 2.999 | 1.12E-23 |
| Cancer of cells | 2.780 | 3.24E-10 | 2.446 | 1.58E-05 |
| Metastasis | 2.354 | 9.39E-13 | --- | --- |
| Invasion of tumor cell lines | 2.244 | 5.44E-13 | --- | --- |
| Migration of tumor cell lines | --- | --- | 2.011 | 3.20E-05 |
| Advanced malignant tumor | 2.236 | 9.76E-13 | --- | --- |
| Growth of tumor | 2.091 | 1.55E-19 | --- | --- |
| Response of tumor cell lines | 2.059 | 8.75E-11 | --- | --- |
| Interaction of tumor cell lines | --- | --- | 3.491 | 1.96E-06 |
| Cell movement of tumor cell lines | --- | --- | 2.563 | 5.27E-08 |
| Tumorigenesis of tissue | --- | --- | 2.610 | 3.15E-24 |
| Neoplasia of epithelial tissue | --- | --- | 2.221 | 2.46E-24 |
| Nonhematologic malignant neoplasm | 2.538 | 1.87E-27 | 2.396 | 1.19E-21 |
| Genital tumor | 2.202 | 1.04E-13 | --- | --- |
| Genitourinary tumor | 2.776 | 2.32E-14 | --- | --- |
| Tumorigenesis of genital organ | 2.202 | 1.27E-13 | --- | --- |
| Prostate Cancer and Tumors | --- | --- | 2.380 | 4.38E-07 |
| Gastrointestinal carcinoma | --- | --- | 2.081 | 1.09E-19 |
| Lung tumor | 2.168 | 5.40E-11 | --- | --- |
| Thoracic neoplasm | 2.055 | 3.59E-13 | 2.726 | 1.41E-05 |
| Cell death of osteosarcoma cells | --- | --- | 4.596 | 7.82E-06 |
| Hematologic cancer | --- | --- | 2.804 | 2.64E-08 |
| Neoplasia of leukocytes | --- | --- | 2.373 | 7.57E-07 |
| Hematopoietic neoplasm | --- | --- | 2.251 | 2.47E-08 |
| Lymphohematopoietic neoplasia | --- | --- | 2.163 | 1.33E-08 |
| Lymphohematopoietic cancer | --- | --- | 2.637 | 1.53E-08 |
| Lymphoid cancer | --- | --- | 2.331 | 8.31E-10 |
| Lymphoid Cancer and Tumors | --- | --- | 2.259 | 5.14E-10 |
| Lymphoreticular neoplasm | 2.062 | 1.10E-20 | 2.122 | 1.13E-08 |
| Lymphoma | 2.138 | 2.25E-20 | 2.090 | 1.91E-08 |
| Lymphocytic neoplasm | 2.135 | 1.64E-24 | 2.513 | 2.04E-09 |
| Lymphoproliferative malignancy | 2.187 | 1.12E-21 | 2.569 | 1.01E-08 |
| Lymphoproliferative disorder | 2.293 | 7.56E-23 | 3.039 | 3.05E-09 |
| Myeloproliferative disorder | --- | --- | 2.219 | 2.51E-05 |
| T-cell lymphoproliferative disorder | --- | --- | 2.373 | 4.37E-07 |
Cancer
Genitourinary
cancer
Hematologic
cancer
Supplementary Table S1. Significantly enriched cancer-related diseases and functions (IPA) among upregulated and downregulated genes in young and old mice exposed to radiation. Functions are grouped according to the terms: “cancer”, “genitourinary cancer”, and “hematologic cancer”. Benjamini-corrected p value < 0.05 and |z| ≥ 2 was considered significant.

## Slide 3
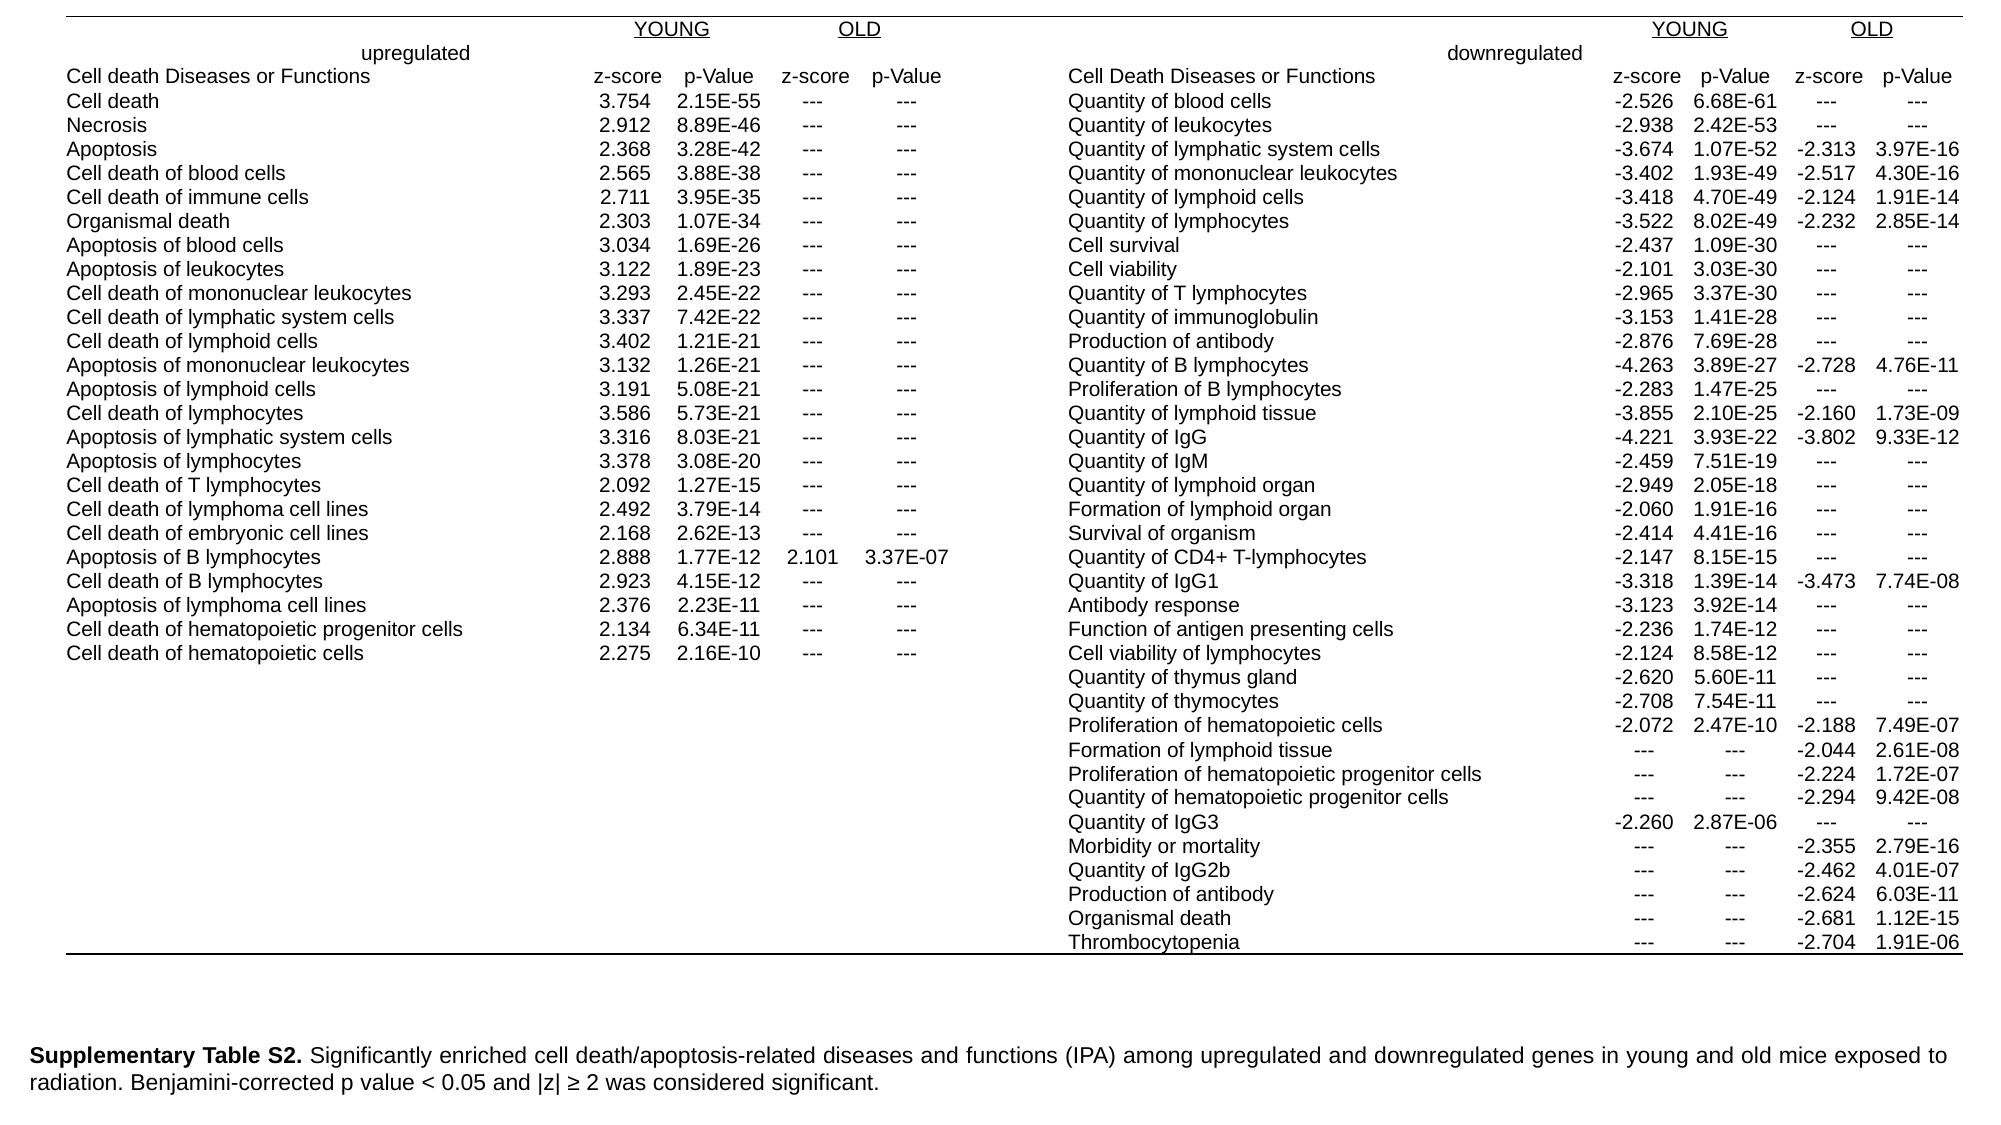

| | YOUNG | | OLD | | | | YOUNG | | OLD | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| upregulated | | | | | | downregulated | | | | |
| Cell death Diseases or Functions | z-score | p-Value | z-score | p-Value | | Cell Death Diseases or Functions | z-score | p-Value | z-score | p-Value |
| Cell death | 3.754 | 2.15E-55 | --- | --- | | Quantity of blood cells | -2.526 | 6.68E-61 | --- | --- |
| Necrosis | 2.912 | 8.89E-46 | --- | --- | | Quantity of leukocytes | -2.938 | 2.42E-53 | --- | --- |
| Apoptosis | 2.368 | 3.28E-42 | --- | --- | | Quantity of lymphatic system cells | -3.674 | 1.07E-52 | -2.313 | 3.97E-16 |
| Cell death of blood cells | 2.565 | 3.88E-38 | --- | --- | | Quantity of mononuclear leukocytes | -3.402 | 1.93E-49 | -2.517 | 4.30E-16 |
| Cell death of immune cells | 2.711 | 3.95E-35 | --- | --- | | Quantity of lymphoid cells | -3.418 | 4.70E-49 | -2.124 | 1.91E-14 |
| Organismal death | 2.303 | 1.07E-34 | --- | --- | | Quantity of lymphocytes | -3.522 | 8.02E-49 | -2.232 | 2.85E-14 |
| Apoptosis of blood cells | 3.034 | 1.69E-26 | --- | --- | | Cell survival | -2.437 | 1.09E-30 | --- | --- |
| Apoptosis of leukocytes | 3.122 | 1.89E-23 | --- | --- | | Cell viability | -2.101 | 3.03E-30 | --- | --- |
| Cell death of mononuclear leukocytes | 3.293 | 2.45E-22 | --- | --- | | Quantity of T lymphocytes | -2.965 | 3.37E-30 | --- | --- |
| Cell death of lymphatic system cells | 3.337 | 7.42E-22 | --- | --- | | Quantity of immunoglobulin | -3.153 | 1.41E-28 | --- | --- |
| Cell death of lymphoid cells | 3.402 | 1.21E-21 | --- | --- | | Production of antibody | -2.876 | 7.69E-28 | --- | --- |
| Apoptosis of mononuclear leukocytes | 3.132 | 1.26E-21 | --- | --- | | Quantity of B lymphocytes | -4.263 | 3.89E-27 | -2.728 | 4.76E-11 |
| Apoptosis of lymphoid cells | 3.191 | 5.08E-21 | --- | --- | | Proliferation of B lymphocytes | -2.283 | 1.47E-25 | --- | --- |
| Cell death of lymphocytes | 3.586 | 5.73E-21 | --- | --- | | Quantity of lymphoid tissue | -3.855 | 2.10E-25 | -2.160 | 1.73E-09 |
| Apoptosis of lymphatic system cells | 3.316 | 8.03E-21 | --- | --- | | Quantity of IgG | -4.221 | 3.93E-22 | -3.802 | 9.33E-12 |
| Apoptosis of lymphocytes | 3.378 | 3.08E-20 | --- | --- | | Quantity of IgM | -2.459 | 7.51E-19 | --- | --- |
| Cell death of T lymphocytes | 2.092 | 1.27E-15 | --- | --- | | Quantity of lymphoid organ | -2.949 | 2.05E-18 | --- | --- |
| Cell death of lymphoma cell lines | 2.492 | 3.79E-14 | --- | --- | | Formation of lymphoid organ | -2.060 | 1.91E-16 | --- | --- |
| Cell death of embryonic cell lines | 2.168 | 2.62E-13 | --- | --- | | Survival of organism | -2.414 | 4.41E-16 | --- | --- |
| Apoptosis of B lymphocytes | 2.888 | 1.77E-12 | 2.101 | 3.37E-07 | | Quantity of CD4+ T-lymphocytes | -2.147 | 8.15E-15 | --- | --- |
| Cell death of B lymphocytes | 2.923 | 4.15E-12 | --- | --- | | Quantity of IgG1 | -3.318 | 1.39E-14 | -3.473 | 7.74E-08 |
| Apoptosis of lymphoma cell lines | 2.376 | 2.23E-11 | --- | --- | | Antibody response | -3.123 | 3.92E-14 | --- | --- |
| Cell death of hematopoietic progenitor cells | 2.134 | 6.34E-11 | --- | --- | | Function of antigen presenting cells | -2.236 | 1.74E-12 | --- | --- |
| Cell death of hematopoietic cells | 2.275 | 2.16E-10 | --- | --- | | Cell viability of lymphocytes | -2.124 | 8.58E-12 | --- | --- |
| | | | | | | Quantity of thymus gland | -2.620 | 5.60E-11 | --- | --- |
| | | | | | | Quantity of thymocytes | -2.708 | 7.54E-11 | --- | --- |
| | | | | | | Proliferation of hematopoietic cells | -2.072 | 2.47E-10 | -2.188 | 7.49E-07 |
| | | | | | | Formation of lymphoid tissue | --- | --- | -2.044 | 2.61E-08 |
| | | | | | | Proliferation of hematopoietic progenitor cells | --- | --- | -2.224 | 1.72E-07 |
| | | | | | | Quantity of hematopoietic progenitor cells | --- | --- | -2.294 | 9.42E-08 |
| | | | | | | Quantity of IgG3 | -2.260 | 2.87E-06 | --- | --- |
| | | | | | | Morbidity or mortality | --- | --- | -2.355 | 2.79E-16 |
| | | | | | | Quantity of IgG2b | --- | --- | -2.462 | 4.01E-07 |
| | | | | | | Production of antibody | --- | --- | -2.624 | 6.03E-11 |
| | | | | | | Organismal death | --- | --- | -2.681 | 1.12E-15 |
| | | | | | | Thrombocytopenia | --- | --- | -2.704 | 1.91E-06 |
Supplementary Table S2. Significantly enriched cell death/apoptosis-related diseases and functions (IPA) among upregulated and downregulated genes in young and old mice exposed to radiation. Benjamini-corrected p value < 0.05 and |z| ≥ 2 was considered significant.

## Slide 4
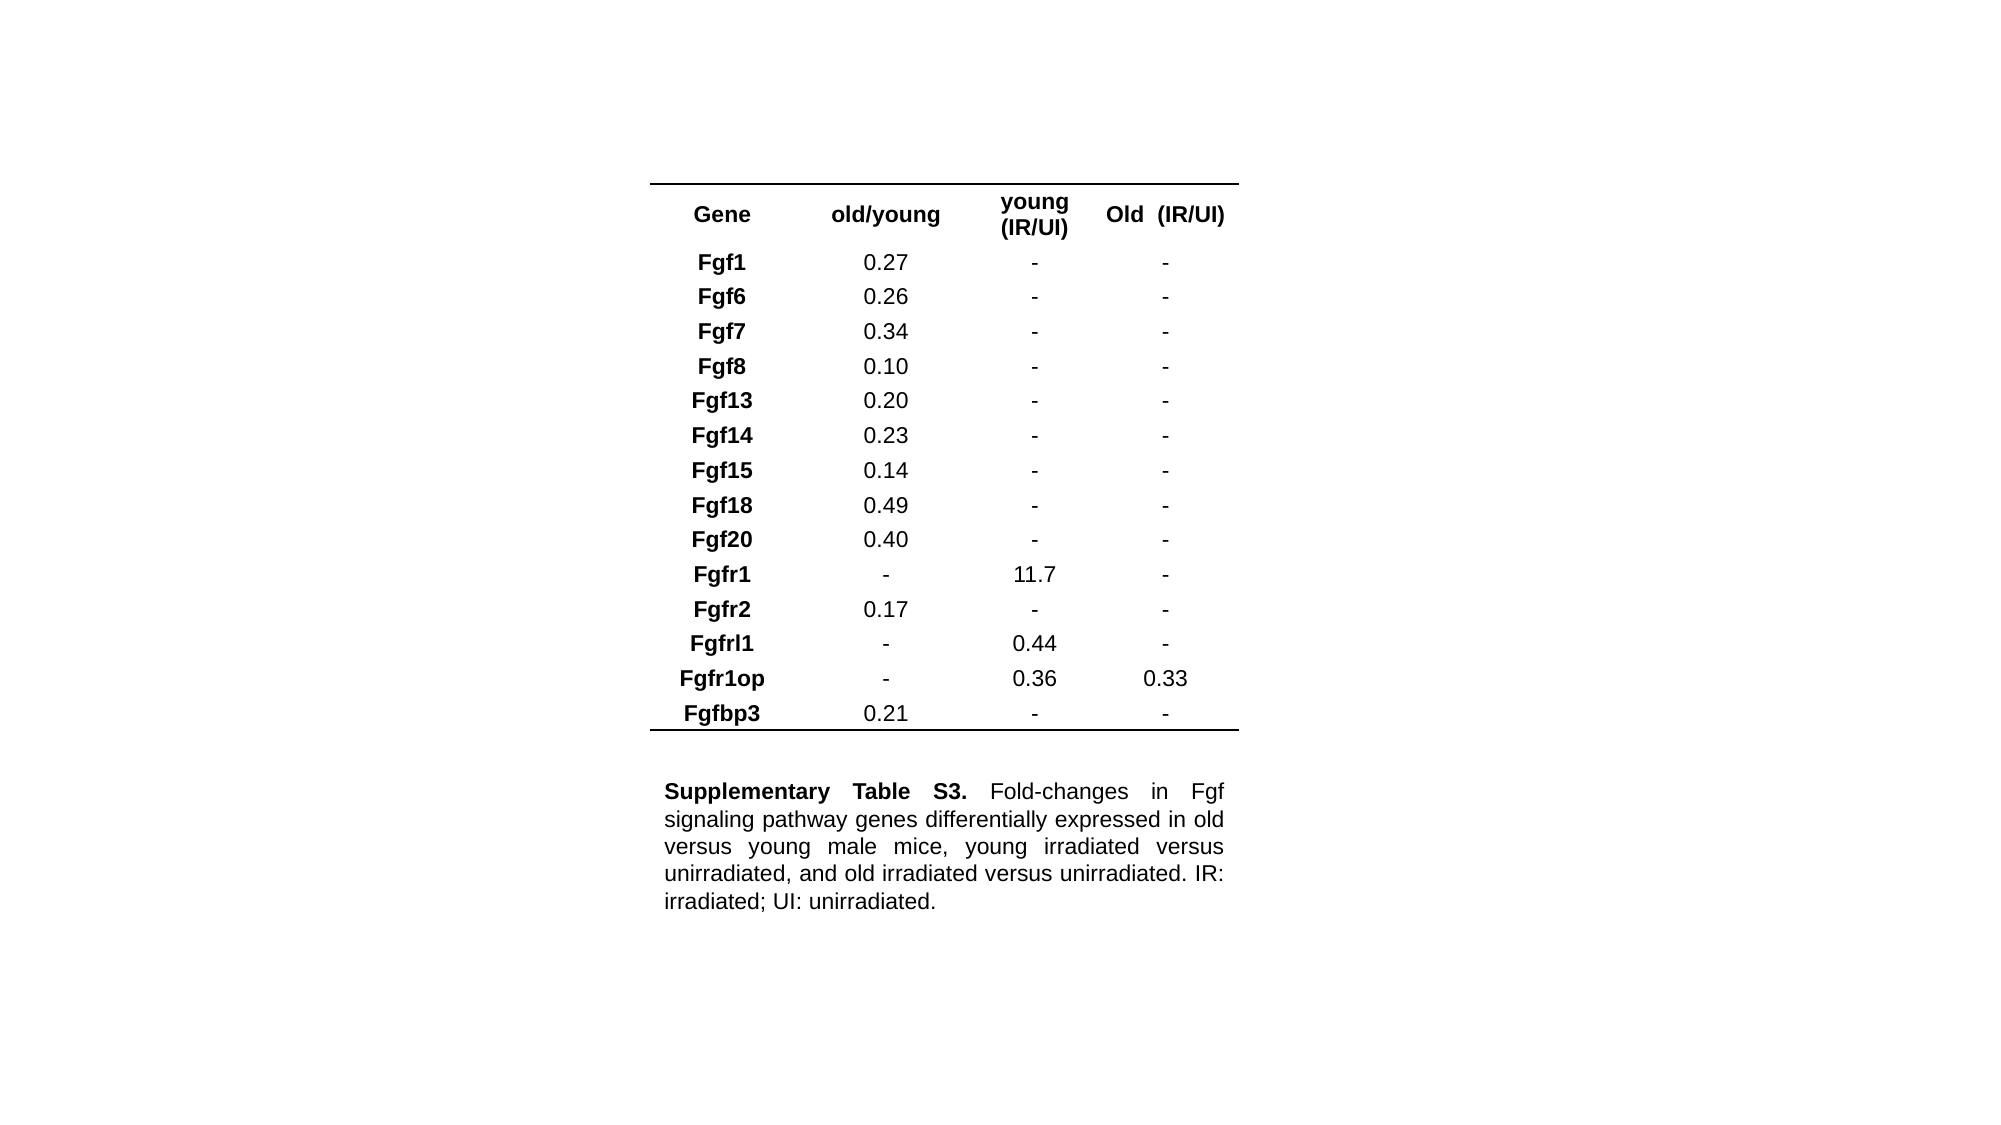

| Gene | old/young | young (IR/UI) | Old (IR/UI) |
| --- | --- | --- | --- |
| Fgf1 | 0.27 | - | - |
| Fgf6 | 0.26 | - | - |
| Fgf7 | 0.34 | - | - |
| Fgf8 | 0.10 | - | - |
| Fgf13 | 0.20 | - | - |
| Fgf14 | 0.23 | - | - |
| Fgf15 | 0.14 | - | - |
| Fgf18 | 0.49 | - | - |
| Fgf20 | 0.40 | - | - |
| Fgfr1 | - | 11.7 | - |
| Fgfr2 | 0.17 | - | - |
| Fgfrl1 | - | 0.44 | - |
| Fgfr1op | - | 0.36 | 0.33 |
| Fgfbp3 | 0.21 | - | - |
Supplementary Table S3. Fold-changes in Fgf signaling pathway genes differentially expressed in old versus young male mice, young irradiated versus unirradiated, and old irradiated versus unirradiated. IR: irradiated; UI: unirradiated.

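The folds in Supplementary Table S3 compare group means of single genes. Of the genes of the table that were DEGs between unirradiated old and young mice here, *Fgf7* and *Fgf15* have no ratio. They are given only as bounds, at least 1.10-fold and 4.09-fold lower in old mice. For the other DEGs, the old to young ratio was 0.302 for *Fgf1*, which was well above background in 1 of 6 old mice. The ratio was 0.451 for *Fgf6*, 0.165 for *Fgf8*, 0.304 for *Fgf13* by its brighter probe, 0.318 for *Fgf14* and 0.582 for *Fgf18*. It was 0.255 for *Fgfr2* and 0.337 for *Fgfbp3*, and 0.694 for *Fgf20*, which was not a DEG. These ratios include the median log2 difference of all genes between the ages. Relative to that difference, the log2 changes of the 9 genes with a ratio ranged from -3.23 (*Fgf8*) to -1.16 (*Fgf20*). After irradiation of young mice the ratio was 0.505 for *Fgfrl1* and 0.417 for *Fgfr1op*, and after irradiation of old mice 0.277 for *Fgfr1op*.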

## Slide 5
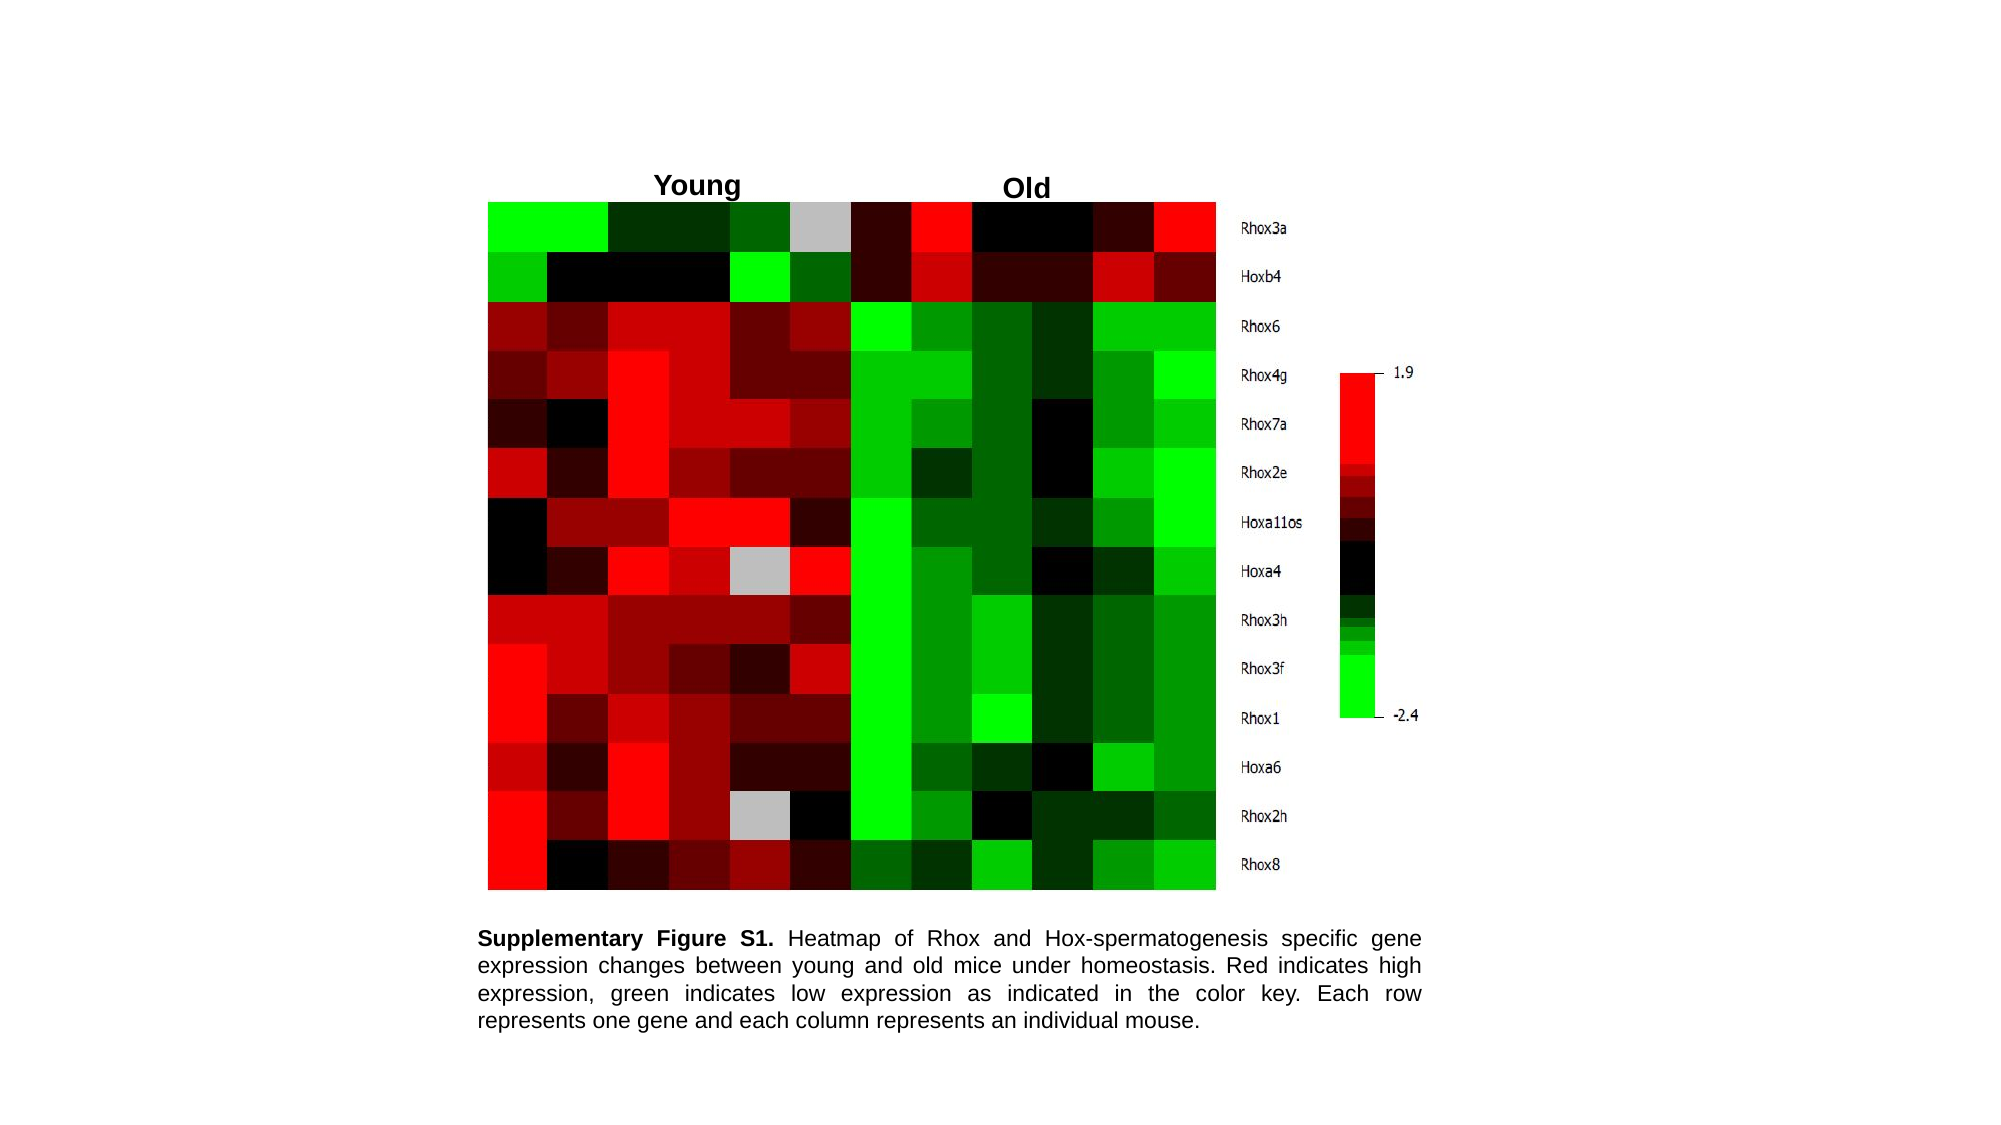

Young
Old
Supplementary Figure S1. Heatmap of Rhox and Hox-spermatogenesis specific gene expression changes between young and old mice under homeostasis. Red indicates high expression, green indicates low expression as indicated in the color key. Each row represents one gene and each column represents an individual mouse.

## Slide 6
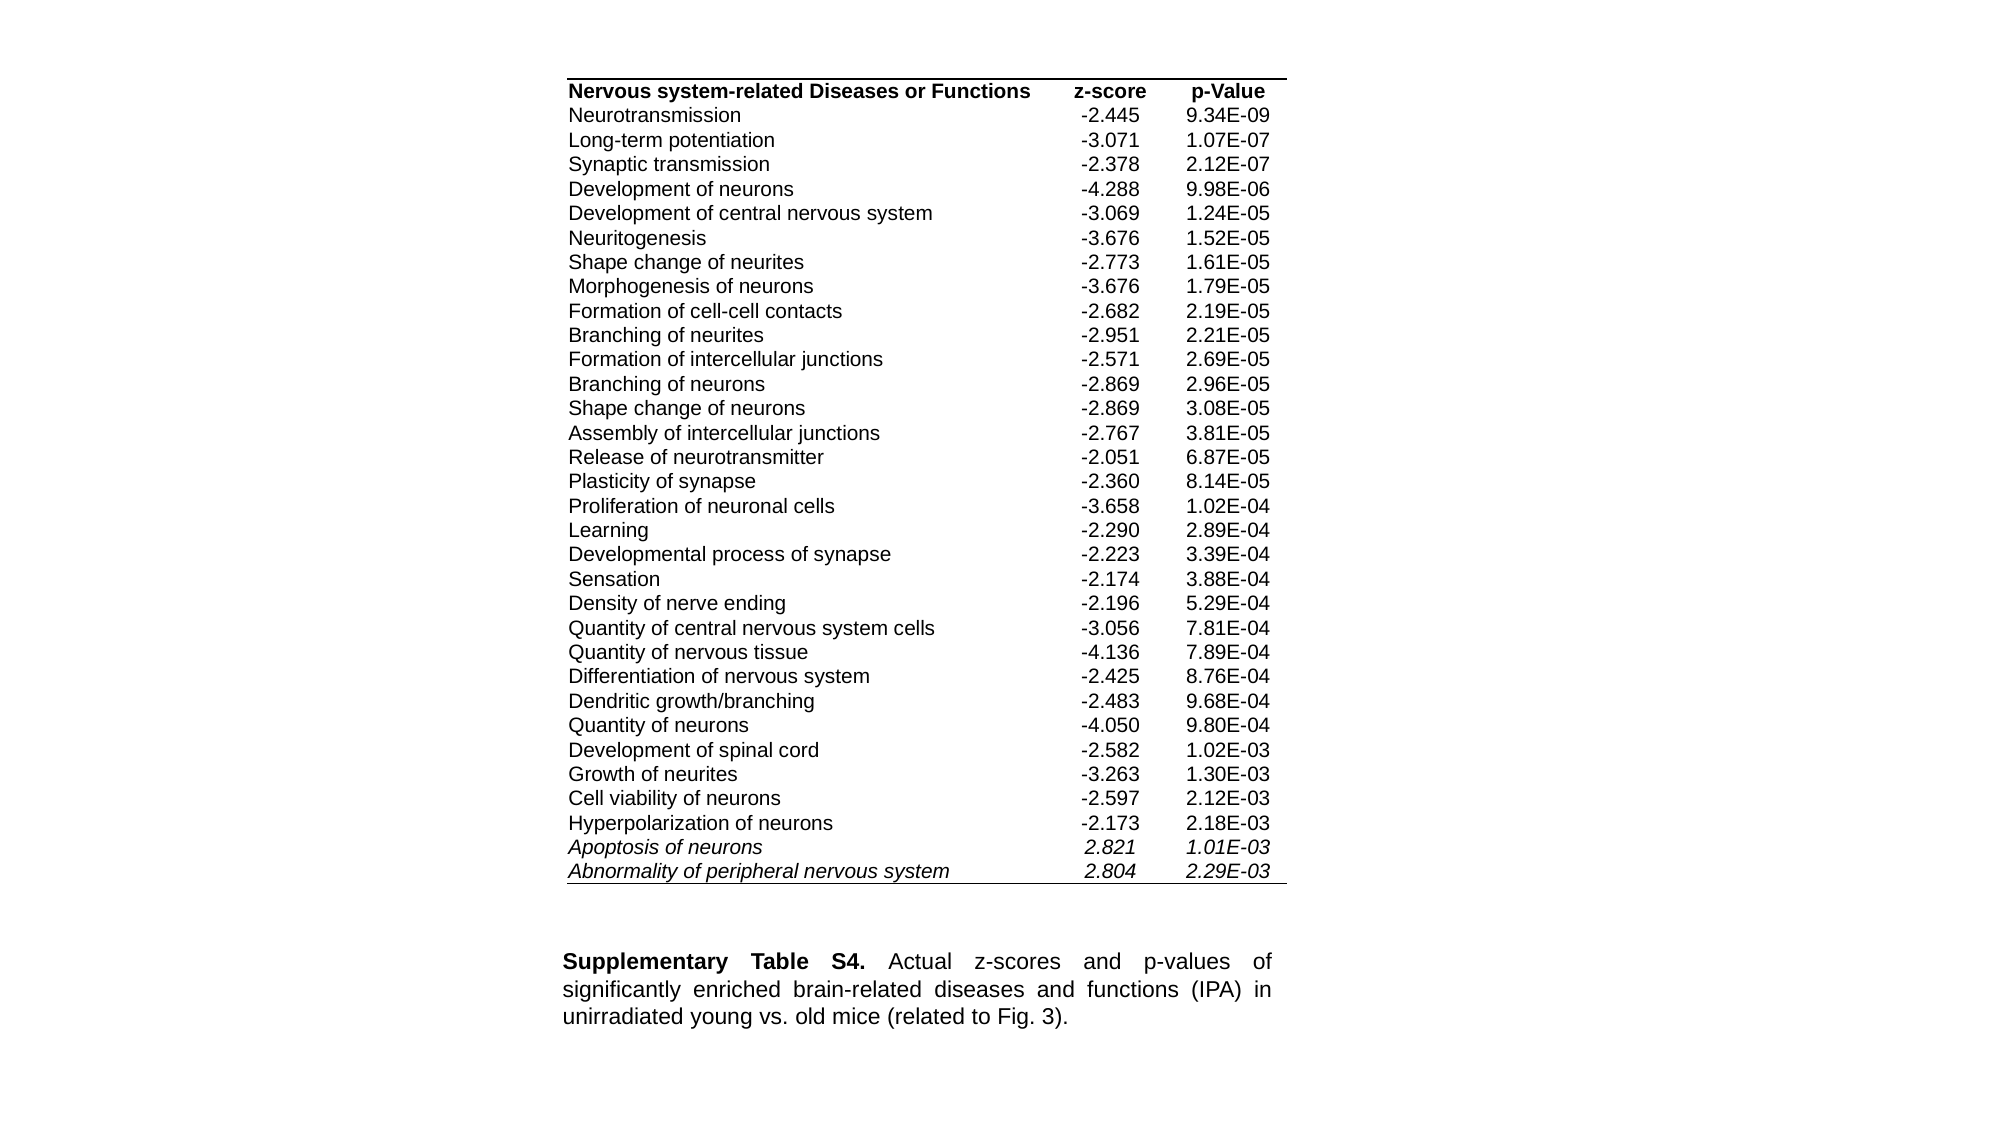

| Nervous system-related Diseases or Functions | z-score | p-Value |
| --- | --- | --- |
| Neurotransmission | -2.445 | 9.34E-09 |
| Long-term potentiation | -3.071 | 1.07E-07 |
| Synaptic transmission | -2.378 | 2.12E-07 |
| Development of neurons | -4.288 | 9.98E-06 |
| Development of central nervous system | -3.069 | 1.24E-05 |
| Neuritogenesis | -3.676 | 1.52E-05 |
| Shape change of neurites | -2.773 | 1.61E-05 |
| Morphogenesis of neurons | -3.676 | 1.79E-05 |
| Formation of cell-cell contacts | -2.682 | 2.19E-05 |
| Branching of neurites | -2.951 | 2.21E-05 |
| Formation of intercellular junctions | -2.571 | 2.69E-05 |
| Branching of neurons | -2.869 | 2.96E-05 |
| Shape change of neurons | -2.869 | 3.08E-05 |
| Assembly of intercellular junctions | -2.767 | 3.81E-05 |
| Release of neurotransmitter | -2.051 | 6.87E-05 |
| Plasticity of synapse | -2.360 | 8.14E-05 |
| Proliferation of neuronal cells | -3.658 | 1.02E-04 |
| Learning | -2.290 | 2.89E-04 |
| Developmental process of synapse | -2.223 | 3.39E-04 |
| Sensation | -2.174 | 3.88E-04 |
| Density of nerve ending | -2.196 | 5.29E-04 |
| Quantity of central nervous system cells | -3.056 | 7.81E-04 |
| Quantity of nervous tissue | -4.136 | 7.89E-04 |
| Differentiation of nervous system | -2.425 | 8.76E-04 |
| Dendritic growth/branching | -2.483 | 9.68E-04 |
| Quantity of neurons | -4.050 | 9.80E-04 |
| Development of spinal cord | -2.582 | 1.02E-03 |
| Growth of neurites | -3.263 | 1.30E-03 |
| Cell viability of neurons | -2.597 | 2.12E-03 |
| Hyperpolarization of neurons | -2.173 | 2.18E-03 |
| Apoptosis of neurons | 2.821 | 1.01E-03 |
| Abnormality of peripheral nervous system | 2.804 | 2.29E-03 |
Supplementary Table S4. Actual z-scores and p-values of significantly enriched brain-related diseases and functions (IPA) in unirradiated young vs. old mice (related to Fig. 3).

How the deposited data were processed for this re-analysis (not part of the article)

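Blood RNA of 24 male mice was measured on single-dye (Cy3) Agilent mouse arrays, with 1 mouse per array and 6 mice in each of 4 groups: young (2 months) or old (21 months), either unirradiated or exposed to 4 Gy, with blood taken 24 h later. The numbers within a group identify a mouse and do not pair irradiated with unirradiated mice.

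The intensity values that the authors deposited, 1 file per array, were made by Feature Extraction from the scanned images, which subtracted the background and did not scale the arrays to each other. The log2 values in the authors' deposited table had been filtered and normalized before deposit. Their distribution is the same on every array, as after quantile normalization, whereas the methods describe median normalization. The fold changes in Supplementary File 1, held here only in part, equal differences of these values. Blood cell counts, quantitative PCR, the paper's signature from wildtype mice and DNA repair mutants and the pathway lists of Ingenuity Pathway Analysis were not analysed here.

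From the intensities, spots marked as non-uniform were set to missing, log2 was taken and the median over the 43020 spots that are not controls was subtracted from each array. Of 39429 probes, 24130 remained after dropping those marked as non-uniform or not positive and significant in at least 25% of the 24 arrays. Repeat spots of a probe were averaged, and each gene was represented by the probe with the highest mean, which gave 18737 genes. Keeping genes with a 1.5-fold difference from their median in at least 20% of the arrays (5 arrays) left 17802. The signal over background of each array limits what can be seen of dim genes, and the median signal per array was between 8.66 and 44.8.

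Comparisons were irradiated with unirradiated mice within each age, unirradiated old with unirradiated young mice, and the difference between the responses of the ages (interaction over 24 arrays). They used limma's moderated test, two-sided, with thresholds of 0.005 for p and 0.05 for the Benjamini-Hochberg adjusted p. Single genes that the paper names were also tested with exact permutations of 6 against 6 arrays (924 splits). Where 0 arrays of a group had a signal well above background, a fold is given as a bound. Gene lists were tested with limma's camera (two-sided, inter-gene correlation 0.01) on genes after the background filter. There were 34 lists and 136 tests adjusted together. Means of a list per array were taken without the background filter, over genes well above background in at least 3 arrays, and can hold other genes than the test (25 against 13 for hepatocyte markers and 19 against 16 for macrophage markers). Of these lists, 31 were written by hand from general knowledge, after the paper and its supplement had been read, and the Fgf, Rhox and Hox, and ribosomal protein lists were taken by name pattern. Class prediction followed the methods with 12 greedy pairs and 7 classifiers.

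Genes were named by a rule: the 50 genes of the paper that were listed in advance, per comparison the 5 largest rises and 5 largest falls among DEGs whose groups do not overlap and that are well above background in all 6 mice of at least 1 group, and of each list up to 5 genes with the highest signal. Genes named outside this rule are marked where they appear. Some genes that the rule selects are not reported here. The lists, comparisons, thresholds, naming rule and the alternatives not said to be chosen later were set before the data were examined.

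Alternatives set in advance were scaling to the 75th percentile, quantile normalization, the median over probes well above background on all arrays, normexp background correction (offset 50), the authors' deposited values, other filters on dim probes, no 1.5-fold filter, the mean of all probes of a gene, the random variance test, limma with trend and robust variance, 1 fit of all 24 arrays, replicate number or slide as a block, fry, an estimated inter-gene correlation, 6 greedy pairs and leaving out each array in turn. Chosen after seeing the data were the median over each array's own spots above background, spike-in scaling, array weights, the hepatocyte signal as a covariate and counting very similar arrays as 1 sample. The tests were tried on simulated data: with 200 genes changed by 2 on the log2 scale, limma recovered 87.4% in young mice, 48.9% in old mice and 93.4% between the ages. Tools were R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, scikit-learn 1.9.0 and Matplotlib 3.10.9.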

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

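The tests of liver RNA in single arrays, of the spread between the irradiated old mice and of chance for interaction genes at p below 0.005 were chosen only after their results were seen, as were the settings with array weights, the hepatocyte covariate and similar arrays counted as 1 sample.

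Of 336 groups of 6 arrays tested (34 lists and the genes the paper names), 11 held 1 array far from the others by Dixon's test, where chance gives about 1 in 20 groups (17 here). For lists, values are log2 differences from the median unirradiated young mouse. Neutrophil genes were at 3.02 in old unirradiated replicate 4 (others 1.15 to 1.78). In young irradiated replicate 4, monocyte genes were at 0.41 (others 0.80 to 1.01) and hematopoietic progenitor genes at 0.14 (others 0.68 to 0.87). Adipocyte markers were at 0.99 in young unirradiated replicate 5 (others -0.28 to 0.04). For genes, values are log2 signals. *Fasl* was at 3.69 in old irradiated replicate 5 (others 4.28 to 4.54). In old unirradiated replicate 4, *Fgf1* was at -0.045 (others -2.89 to -1.96) and *Fgfr1op* at 4.05 (others 4.44 to 4.66). *Fgf13* was at 2.87 in young unirradiated replicate 2 (others 3.78 to 4.18). In young unirradiated replicate 5, *Fgfr2* was at 1.91 (others 3.75 to 4.66), *Hoxa4* at -2.65 (others -0.36 to 0.89) and *Rhox2h* at -2.63 (others -0.43 to 0.09). The total is not above what chance gives, and no biological explanation was tested.

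The response to radiation differed between the ages for 17 lists, by the interaction test. Relative to all genes, the log2 change after irradiation was more negative in old mice for apoptosis genes (-0.528), phagocytosis genes (-0.568), phagosome and lysosome genes (-0.452), B cell genes (-1.067), DNA repair genes (-0.276), monocyte genes (-1.137; camera adjusted p = 8.97e-05), interferon response genes (-0.808; 2.2e-06), housekeeping genes (-0.330; 0.00778) and liver and splenic macrophage markers (-1.128; 0.0338). It was more positive for T cell genes (0.842), neuronal genes (0.723), the Fgf family (0.793), Rhox and Hox genes (0.855), erythroid genes (0.664; 0.0113), hepatocyte markers (3.555; 0.000717), pancreatic acinar markers (1.569; 0.000676) and endothelial markers (0.446; 0.0474). With an estimated correlation between genes, none of these 17 passed. No single gene passed in limma (0 genes, 4191 at an unadjusted p below 0.05, and 0 with the random variance test), and chance cannot be tested on a count of 0, which 100 of 100 splits reach. At an unadjusted p below 0.005 there were 681 genes, for which chance can be excluded (3 of 100 splits gave as many, and 1 of 100, the real split, when the age and radiation differences were taken off first).

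The spread of the irradiated old mice may limit the interaction tests. Old irradiated replicates 4 and 6 stood apart from the other irradiated old mice for several lists, with B cell genes at -4.62 and -4.45 and erythroid genes at 1.79 and 1.84. The Fgf family was at 0.62 and 0.71 there (other irradiated old mice -0.85 to -0.28), Rhox and Hox genes at 0.61 and 1.17 (-1.02 to -0.29) and neuronal genes at 0.89 and 1.10 (-0.33 to 0.17). They also had the lowest median signals of all arrays (8.66 and 8.84) and were closer to each other than any other pair of irradiated old mice (1.82 times the difference between repeat spots), so the rises they carry may rest on 1 sample. With array weights, which gave these arrays weights of 0.063 and 0.062, 206 genes passed the interaction. This is no independent test, since the weights come from the same values. The spread cannot be told apart from a true difference between mice, and scanning day and slide are confounded with age. Age itself stays open as an untested explanation.

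Signals also rose in lists of genes that the paper does not discuss as groups. In irradiated young mice, relative to all genes, these were neutrophil genes (1.604; camera adjusted p = 2.2e-06), monocyte genes (0.693; 0.00119), platelet genes (2.066; 1.93e-12), interferon response genes (1.901; 1.1e-17), housekeeping genes (0.356; 0.0260), mast cell and basophil markers (1.293; 0.0211), hepatocyte markers (3.139; 0.00771), liver and splenic macrophage markers (2.673; 1.01e-06), fibroblast markers (2.510; 0.00186) and endothelial markers (2.027; 1.85e-06). In irradiated old mice they were neutrophil genes (1.095; 0.00394), platelet genes (2.094; 1.14e-17), interferon response genes (0.612; 0.000424), hepatocyte markers (6.600; 1.13e-08), liver and splenic macrophage markers (2.034; 0.00689), pancreatic acinar markers (1.457; 0.00394), fibroblast markers (1.480; 0.0125) and endothelial markers (2.197; 4.09e-10). A rise of a marker list relative to all genes can come from a loss of other cells, and cell counts of these mice were not used here.

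The hepatocyte markers were high in single mice. In young irradiated replicates 2, 4 and 5 and old irradiated replicates 2, 3 and 5, 25 of 25 marker genes were higher than in the median unirradiated young mouse by at least 1 on the log2 scale. Their share of the array's signal was 1.83%, 3.08% and 1.88% in the young mice and 0.943%, 1.27% and 1.54% in the old mice. In young unirradiated replicate 5 it was 0.235%, with 24 of 25 genes higher, and in young unirradiated replicate 3, 19 genes were higher. Among the most abundant markers, *Serpina1a* rose by 9.99 on the log2 scale in old mice, and *Mup1* and *Ahsg* were well above background in 0 of 6 unirradiated and 5 of 6 irradiated old mice. None of the 26 genes of the list is in another list. Liver RNA taken up with the blood cannot be told apart from other origins of these transcripts, since the share of up to 3.076% comes from mice singled out by the same markers and tests nothing. The rise was not present in all irradiated mice of either age, and whether radiation or sampling brought it was not tested.

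The phagocytosis genes rose in irradiated young mice also where hepatocyte markers were low. The lowest irradiated young mouse was at 1.41 and the highest unirradiated young mouse at 0.60, which argues against liver RNA in single mice as the whole cause. Spleen RNA cannot be told apart, since no list of spleen markers was tested and the liver and splenic macrophage markers were at 2.36 or higher in all 6 irradiated young mice. On the slide shared by both groups the rise was 1.40, which argues against slide. Of the macrophage list, 8 genes are also in the phagocytosis list, so a change in the share of blood monocytes or macrophages stays open.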

How the results depend on the processing

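Scaling to the spots above background on each array, spike-in scaling, array weights, the hepatocyte covariate and counting similar arrays as 1 sample were tests chosen only after the results were seen.

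Across alternatives, 222 of 302 counts and shares stayed the same, 68 moved and 12 reversed. For gene lists, 1511 of 1716 tests kept direction and side of the threshold, 165 were weaker, 34 stronger and 6 reversed. For the named genes it was 2317 of 2476, with 126 weaker, 31 stronger and 2 reversed. Unless stated otherwise, the cause was not tested.

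DEGs in young mice (6297) moved to 837 with normexp background correction, 3738 in the authors' deposited values, 3993 with 1 fit of all 24 arrays, 1820 with slide as a fixed block, 3692 with the median over spots above background on the array and 3080 with spike-in scaling. In old mice (4428), the counts were 8 with normexp background correction, 2809 in the authors' deposited values, 496 with slide as a fixed block, 1398 with spike-in scaling and 7995 with array weights. Between unirradiated old and young mice (11365), they were 5827 with the 75th percentile, 6050 with quantile normalization, 5548 with the median over probes well above background on all arrays, 4407 in the authors' deposited values, 6210 with 1 fit of all arrays, 4807 with the median over spots above background on the array, 4839 with spike-in scaling and 6807 with the hepatocyte covariate. With normexp background correction limma gave 0, with 963 genes at an unadjusted p below 0.05. The slide as a fixed block leaves in each age only 1 slide with both groups, so fewer arrays carry the comparison.

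The interaction (0 genes) gave 8 with the 75th percentile, 7 with quantile normalization, 8 with the median over probes well above background on all arrays, 4 with probes well above background on all arrays of a group, 2 with the mean of all probes, 32 with slide as a random block, 206 with array weights and 3007 with the hepatocyte covariate.

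The share of DEGs that rose in young mice (40.4%) became 94.0% with normexp background correction and 51.4% with 1 fit of all arrays. In old mice (30.1%) it became 48.0% with the 75th percentile, 53.3% with the median over probes well above background on all arrays, 50.0% with normexp background correction, 51.4% in the authors' deposited values, 70.8% with slide as a fixed block, 60.5% with the median over spots above background on the array and 45.9% with spike-in scaling. Between the ages (75.8% higher in old mice) it became 28.9%, 44.8%, 21.6% and 17.3% with the 75th percentile, quantile normalization, the median over probes well above background on all arrays and the authors' deposited values, and 15.1% and 22.0% with the median over spots above background on the array and spike-in scaling. Apart from quantile normalization and the deposited values, these scalings add 1 value per array, so the shift of all genes follows from their construction.

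Genes responsive in at least 1 age (8015) moved to 837 with normexp background correction, 4953 in the authors' deposited values, 1999 with slide as a fixed block, 5163 with the median over spots above background on the array and 3644 with spike-in scaling. Age-related genes that respond to radiation (5342) moved to 1726 with the 75th percentile, 2037 with quantile normalization, 1579 with the median over probes well above background on all arrays, 897 in the authors' deposited values, 3239 with 1 fit of all arrays, 1344 with slide as a fixed block, 1080 with the median over spots above background on the array, 1005 with spike-in scaling, 3543 with similar arrays counted as 1 sample and 3299 with the hepatocyte covariate. Of 80 list calls, an estimated correlation left 3. Of 62 calls of single genes at claims, normexp background correction left 10.

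Reversed lists and genes were, with the hepatocyte covariate in old mice, phagocytosis genes (-0.319), erythroid genes (1.347), liver and splenic macrophage markers (-1.660), ribosomal protein genes (0.027) and *Fgfr1* (-4.048). With normexp background correction it was the Rhox and Hox genes in old mice (-0.019), with quantile normalization the ribosomal protein genes in the interaction (-0.147), and in the authors' deposited values *Rhox8* between the ages (-1.417).

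With each array left out in turn, DEGs ranged from 5437 to 6589 in young mice, 3228 to 4637 in old mice and 10390 to 11647 between the ages, and the shares that rose from 37.9% to 43.4%, 28.5% to 34.3% and 74.3% to 76.1%. Genes responsive in at least 1 age ranged from 7299 to 8280, age-related genes that respond from 4361 to 5545 and right class assignments from 168 to 168. The interaction ranged from 0 to 1050, the highest without old irradiated replicate 3.

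With replicate number as a block, 5070 genes were DEGs in young mice, 3465 in old mice and 10363 between the ages. Correlations between mice of the same number ranged from -0.286 to 0.294 in young and -0.203 to 0.336 in old mice, so the numbers do not pair mice. Not run were scanning day as a block and slide as a fixed block between the ages, since each is confounded with age, and the interaction with a fit of all 24 arrays, which is already that fit. Signal over background limits dim genes: between 43.9% and 64.4% of spots were well above background.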

Differences from the paper's values

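Settings named here as chosen after seeing the values are the median over each array's own spots above background, spike-in scaling, array weights, the hepatocyte covariate and similar arrays counted as 1 sample; these tests came after the results were seen.

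For DEGs in irradiated young mice the paper's value is 3550 and the value here 6297. Of the alternatives set before the data were examined, the authors' deposited values, 1 fit of all 24 arrays and the replicate block fall within 1.5 times the paper's, and the other 14 do not. Chosen after seeing the values, the median over spots above background, spike-in scaling and similar arrays counted as 1 sample do.

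For unirradiated old against young mice the paper's count is 3935 and the one here 11365. The 75th percentile, the median over probes well above background on all arrays and the authors' deposited values come within, and the other 13 alternatives set before the data were examined do not. The same 3 alternatives, and no others of that set, bring the share of lower genes, 85% in the paper and 24.2% here, within. For both measures the median over spots above background and spike-in scaling, chosen after seeing the values, come within as well.

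For the share that rose in irradiated old mice, the paper's value is 51% and the one here 30.1%. Within are the 75th percentile, quantile normalization, the median over probes well above background on all arrays, normexp background correction, the authors' deposited values, no filter on dim probes, dropping probes at 75% of arrays and slide as a fixed block, and the other 9 set before the data were examined are not. The median over spots above background and spike-in scaling, chosen after seeing the values, come within, as do 3 of 12 fits with 1 array left out.

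For genes responsive in at least 1 age the paper's count is 5004 and the one here 8015. The 75th percentile, quantile normalization, the median over probes well above background on all arrays, the authors' deposited values, the well above background filter and the replicate block come within, and the other 11 set before the data were examined do not. With 1 array left out, 8 of 24 fits do. Chosen after seeing the values, the median over spots above background, spike-in scaling and similar arrays counted as 1 sample do.

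For genes called in both ages the paper's count is 1667 and the one here 2710. Within are the authors' deposited values and the replicate block, and not the other 15 set before the data were examined. With 1 array left out, 12 of 24 fits are. Chosen after seeing the values, the median over spots above background, similar arrays counted as 1 sample and the hepatocyte covariate are. For genes in young mice only, the paper's count is 1883 and the one here 3587. Within are the authors' deposited values, 1 fit of all arrays and slide as a fixed block, and not the other 14. Chosen after seeing the values, the median over spots above background, spike-in scaling, similar arrays counted as 1 sample and array weights are.

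For age-related genes that respond to radiation the paper gives 720 (18%), and the values here are 5342 (47.0%). Of the alternatives set before the data were examined, the authors' deposited values come within and the other 15 do not. The median over spots above background and spike-in scaling, chosen after seeing the values, do.

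For *Fas* the paper's text gives 1.71 as the fold of young over old, and the ratio here is 0.377; no setting comes within. Supplementary File 1 gives the paper's fold of old over young as 1.71, and it is 2.65 here. For this direction the 75th percentile, quantile normalization, the median over probes well above background on all arrays, normexp background correction and the authors' deposited values come within, and the other 11 set before the data were examined do not. So do the median over spots above background, spike-in scaling, array weights and the hepatocyte covariate, chosen after seeing the values, and 2 of 12 fits with 1 array left out.

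For old over young ratios the paper's values are 0.26 for *Fgf6*, 0.10 for *Fgf8*, 0.20 for *Fgf13* and 0.40 for *Fgf20*, and those here are 0.451, 0.165, 0.304 and 0.694. For each, the 75th percentile, quantile normalization, the median over probes well above background on all arrays and the authors' deposited values come within, and for *Fgf20* also normexp background correction. The other alternatives set before the data were examined do not. Chosen after seeing the values, the median over spots above background and spike-in scaling come within for each, the hepatocyte covariate for *Fgf6* and *Fgf20*, and similar arrays counted as 1 sample and array weights for *Fgf13*. With 1 array left out, 2 fits do for *Fgf13* and 1 for *Fgf20*. For *Rhox8* the paper's table gives 0.37 and the ratio here is 3.81. The authors' deposited values come within, where another probe represents the gene, and the other 15 do not.

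The paper lists *Bcl6* among the genes lower in irradiated young mice. Here it was not a DEG (limma adjusted p = 0.0435), but was with quantile normalization, the authors' deposited values and slide as a random block. The paper finds none of its Bcl genes changed in old mice, and *Bcl9* was a DEG here (0.00856), though not in the authors' deposited values, with slide as a fixed block or, chosen after seeing the values, spike-in scaling. The paper reports *Adam10* in old mice, and it was a DEG here in both ages (0.00474 and 0.00568). In young mice the authors' deposited values, quantile normalization, normexp background correction, the replicate block and slide as a fixed block do not call it, nor do the median over spots above background, spike-in scaling and similar arrays counted as 1 sample, chosen after seeing the values.

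The paper states no baseline difference for its phagocytosis genes, directly after its quantitative PCR results, which were normalized to *Actb*. Quantitative PCR was not analysed here, so the array values are another measure with another scaling. In the arrays, *Trem2* and *Tyrobp* were DEGs between the ages (limma adjusted p = 7.6e-05 and 0.000174). *Trem2* was not with normexp background correction, nor was *Tyrobp*, which also was not with the 75th percentile, quantile normalization, the median over probes well above background on all arrays, the authors' deposited values or, chosen after seeing the values, the median over spots above background. The paper names *Axl* and not Mer, and *Mertk* rose here in irradiated young mice (limma adjusted p = 0.00136 without the filter on dim probes). The paper lists *Fgf20* and *Fgf2* as lower in old mice. *Fgf20* was not a DEG here (0.120), but was with quantile normalization, the median over probes well above background on all arrays, the authors' deposited values and, chosen after seeing the values, the median over spots above background and spike-in scaling. *Fgf2* was well above background in 0 arrays. Apart from *Fgfr1*, *Fgfrl1* and *Fgfr1op* the paper's table lists no response of Fgf genes, and *Fgf1* was a DEG here in irradiated old mice (0.0147), with its rise in the 3 mice whose hepatocyte markers were high (old irradiated replicates 2, 3 and 5).

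The paper finds phagocytosis functions changed in young mice alone, and the phagocytosis genes rose in irradiated old mice here too (camera adjusted p = 0.00118), though not with fry (0.135). It finds senescence increased in old mice, where the senescence genes here were at 0.778, and progenitors decreased, where the hematopoietic progenitor genes here rose (0.00300). It attaches compromised DNA repair to old mice, and the DNA repair genes fell here in both ages (3.67e-11 in old and 1.04e-08 in young mice).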

Other observations

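The tests of the choice of the spots that set the scale, of 1 mouse on both arrays of a pair, of GC content alone and of a fall shared by silent gene families were chosen only after the results were seen.

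For the counts in young, old and unirradiated old against young mice, chance can be excluded: 1 of 100 splits of the arrays, the real split, gave as many DEGs in each.

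Whether most age-related genes are lower in old mice may rest on the spots that set the scale. The share lower was 24.2% with the median of all spots, 78.4% when scaled on probes well above background on all arrays, and at most 84.9% under a scaling of the same arrays. Among genes well above background on all 12 arrays it was 69.3% under that scaling, 59.5% with the 75th percentile, 53.7% with quantile normalization and 82.4% in the deposited values, which argues against signal near background as the whole cause where most genes are lower. With the median of all spots it was 14.4% among such genes, so the scaling itself stays open. Differences between slides as the whole source are argued against within each age. Unirradiated mice of 1 age on different slides (4 against 2) differed in 164 genes at an unadjusted p below 0.005 in young and 61 in old mice, where chance gives 89, and limma called 0 DEGs. The same numbers of mice from different ages differed in 7240 and 3382 genes. A step shared by all slides of 1 age, such as scanning day, stays confounded with age, and age itself is untested.

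The fall of Fgf, Rhox and Hox, sperm and neuronal genes in old mice could be shared by genes that are silent in blood. Olfactory receptor genes differed by -2.00 relative to all genes (191 of 1092 genes, 96.3% lower), vomeronasal receptor genes by -2.14 (42 of 264) and keratin-associated protein genes by -1.47 (22 of 52). Low brightness is argued against as the whole cause for the Fgf family, Rhox and Hox genes and neuronal genes, since 0.01%, 0.59% and 1.52% of random lists of the same brightness had a median as low. For sperm motility and testis genes 18.52% did, so brightness stays open there. After taking off GC content alone, 84.7% of the fall was left for the Fgf family, 92.3% for Rhox and Hox genes, 87.5% for sperm motility and testis genes and 84.0% for neuronal genes, which argues against GC content as the whole cause. With GC content and brightness together 79.3%, 42.7%, 22.2% and 50.0% was left in the same order. A fall shared by gene families silent in blood cannot be told apart from a difference of the listed genes, since these families fell by at least as much. Age stays open as an untested explanation.

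Some pairs of arrays of 1 group differed little more than repeat spots of 1 array, here less than 1.5 times as much. The difference between arrays over 399 repeated probes, divided by that within arrays, was 1.23 for old unirradiated replicates 1 and 6, 1.32 for young irradiated replicates 1 and 6, 1.33 for young irradiated replicates 2 and 5, and 1.46 for young unirradiated replicates 2 and 6, each pair on different slides. Old irradiated replicates 4 and 6, on 1 slide, were above this limit at 1.82, with the other pairs of that group at 3.73 to 12.32. Over all pairs of a group the median was 2.29 in young unirradiated, 4.69 in young irradiated, 3.86 in old unirradiated and 8.46 in old irradiated mice. RNA of 1 mouse on both arrays could give this, and cannot be told apart from similar mice, since no array is known to repeat another. The same holds for old irradiated replicates 4 and 6, which carry the rise of the Fgf family, Rhox and Hox genes and neuronal genes in old mice, and which were not counted as 1 sample. Counting each pair below 1.5 as 1 sample gave 4600, 3271 and 10200 DEGs.

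Lists with no place at a claim are given relative to all genes, with camera's adjusted p. In irradiated young mice erythroid genes were at -0.95 (0.0230), lung markers at -0.05 (0.916), cardiac muscle at 0.44 (0.293), adipocyte markers at 0.18 (0.369), skeletal muscle markers at 0.13, with the test pointing down (0.764), and pancreatic acinar markers at -0.12, with the test pointing up (0.958). In irradiated old mice monocyte genes were at -0.64 (0.365), housekeeping genes at -0.02 (0.808), erythroid genes at -0.16, with the test pointing up (0.636), lung markers at -1.05 (0.579), cardiac muscle at 1.17 (0.0571), skeletal muscle at 0.28 (0.649), adipocyte markers at 0.25 (0.434) and mast cell and basophil markers at 0.84 (0.201). Between the ages hepatocyte markers were at -3.86 (2.2e-06), liver and splenic macrophage markers at -0.67 (0.394), fibroblast markers at -0.94 (0.107), endothelial markers at -0.04 (0.394), adipocyte markers at -0.91 (0.174), skeletal muscle at -0.38 (0.268), mast cell and basophil markers at 0.43 (0.669), and lung markers at 0.24, with the test pointing down (0.900).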
